# Transcriptomic Profiles of Monocyte-Derived Macrophages in Response to *Escherichia coli* is Associated with the Host Genetics

**DOI:** 10.1038/s41598-019-57089-0

**Published:** 2020-01-14

**Authors:** Mehdi Emam, Angela Cánovas, Alma D. Islas-Trejo, Pablo A. S. Fonseca, Juan. F. Medrano, Bonnie Mallard

**Keywords:** Immunogenetics, Gene expression profiling

## Abstract

Reactive Nitrogen Species (RNS) are a group of bactericidal molecules produced by macrophages in response to pathogens in a process called oxidative burst. Nitric oxide (NO^−^) is a member of RNS produced from arginine by inducible Nitric Oxide Synthase (iNOS) enzyme. The activity of iNOS and production of NO^−^ by macrophages following stimulation is one of the indicators of macrophage polarization towards M1/proinflammatory. Production of NO^−^ by bovine monocyte-derived macrophage (MDM) and mouse peritoneal macrophages has been shown to be strongly associated with host genetic with the heritability of 0.776 in bovine MDM and 0.8 in mouse peritoneal macrophages. However, the mechanism of genetic regulation of macrophage response has remained less explored. In the current study, the transcriptome of bovine MDMs was compared between two extreme phenotypes that had been classified as high and low responder based on NO^−^ production. The results showed that 179 and 392 genes were differentially expressed (DE) between high and low responder groups at 3 and 18 hours after exposure to *Escherichia coli*, respectively. A set of 11 Transcription Factors (TFs) (*STAT1*, *IRF7*, *SPI1*, *STAT4*, *IRF1*, *HIF1A*, *FOXO3*, *REL*, *NFAT5, HIC1*, and *IRF4*) at 3 hours and a set of 13 TFs (*STAT1*, *IRF1*, *HIF1A*, *STAT4*, *ATF4*, *TP63*, *EGR1*, *CDKN2A*, *RBL1, E2F1, PRDM1, GATA3*, and *IRF4*) at 18 hours after exposure to *E. coli* were identified to be differentially regulated between the high and low responder phenotypes. These TFs were found to be divided into two clusters of inflammatory- and hypoxia-related TFs. Functional analysis revealed that some key canonical pathways such as phagocytosis, chemotaxis, antigen presentation, and cell-to-cell signalling are enriched among the over-expressed genes by high responder phenotype. Based on the results of this study, it was inferred that the functional characteristics of bovine MDMs are associated with NO-based classification. Since NO^−^ production is strongly associated with host genetics, this study for the first time shows the distinct proinflammatory profiles of macrophages are controlled by the natural genetic polymorphism in an outbred population. In addition, the results suggest that genetics can be considered as a new dimension in the current model of macrophage polarization which is currently described by the combination of stimulants, only.

## Introduction

The immune system is an intricate network of cells and molecules, providing several layers of protection against pathogens. Approximately, 8,000 genes in human and mouse genomes and 5,500 genes in the bovine genome are annotated with the “immune response” term (Ensembl, release 96)^1^. This notable number of genes represents the complexity of genetic regulation of the immune system. Understanding the genetic regulation of immune system in health and disease can shed light on many gaps in the current knowledge about individual differences between patients in the progress of their diseases and also provide the foundation of precision medicine^2,3^. In livestock, this information can help to breed livestock that is naturally more resistant to diseases and help to reduce the use of antibiotics on farm^4^. However, investigating genetic control of the immune system is remarkably challenging. Besides the number of genes controlling this system, environmental and physiological factors, and the dynamic interactions between the host-pathogens and host-microbiota have been limiting factors to precisely determine the causal mechanism in resistance or susceptibility to disease^4^. One of the primary barriers has been an optimized strategy to measure susceptibility or resistance, particularly in the context of complex disease traits^4,5^. Recently, along with technical advances in cellular biology and genetics, reductionist approaches are gaining more attention to reduce the complexity of the various interactions by investigating a sub-system instead of the whole immune system^3,6,7^. In the reductionist approaches, the interactions of the sub-system with pathogens are examined in a controlled environment. In this approach, the performance of the sub-system is the criterion of classification, instead of the holistic approach that is based on the outcome of infection^8,9^. Due to the fact that the sub-system, i.e. a cellular function, is controlled by a limited number of genes under a controlled environment, the probability of finding causal mechanisms is much higher in comparison to holistic approaches^9,10^.

Among cells and molecules of the immune system, macrophages are the cornerstone of the innate immune system. They are equipped with a wide range of functions from pro-inflammatory (at the beginning of infection) to anti-inflammatory and wound healing (at the end of infection). These cells are among the first responder to infections. Macrophages are present in tissues either before the exposure to pathogens, Tissue-Resident Macrophages (TRM), or they are transformed from monocytes after the exposure to pathogens, Monocyte-Derived Macrophages (MDM)^11–13^. During inflammation, MDMs play a crucial role in eliminating the pathogens, attracting cells of the adaptive immune system to the tissue, and re-stimulating the lymphocytes as they enter into the inflamed tissues^14^. Phagocytosis and production of Reactive Oxygen and Nitrogen Species (ROS and RNS) via the oxidative burst process are the main microbicidal functions of macrophages^15^. Nitric oxide (NO^−^) is a member of the RNS produced by macrophages with strong bactericidal activity^16^. Inducible Nitric Oxide Synthase (iNOS) utilize L-arginine and NADP + to produce NO^−^. However, L-arginine can be used by Arginase 1 (Arg1) to produce polyamines^17^. The magnitude of utilization of L-arginine by iNOS or Arg1 has been documented to be associated with the proinflammatory profile of macrophage, also known as M1 and M2 polarization^18,19^. Although the detailed mechanism of macrophage polarization in regard to stimulation is very well known and the individual variation in cytokine production in human population has been reported, the mechanism of genetic regulation has remained unanswered^20^. Recently, the reductionist approach has been utilized to investigate the effect of host genetics on the *in-vitro* functional variation of bovine MDM in response to *Escherichia coli* (*E. coli*). The study revealed notable individual variation in NO^−^ production and also positive correlation between the phagocytic ability of MDMs and NO^−^ production. Furthermore, the results showed that the genetics of the host determined 77% of the phenotypic variation in NO production^21^. However, it is not known if individual variation in production of NO^−^ in response to one stimulant is associated with overall distinct proinflammatory profiles of macrophages, similar to distinct macrophage inflammatory profile in response to different stimulants. Based on the literature, it was hypothesized that the inflammatory profile of MDMs differs between classes of macrophages ranked based on NO^−^ production^22,23^. In addition, the observed functional variation in the response of MDMs to bacterial treatment is expected to be governed through the differences in the abundance of intracellular signalling components. In the current study, MDMs from cows, that were previously classified into high and low responder groups based on the *in-vitro* NO^−^ response, were stimulated with *E. coli* and the transcriptome of MDMs at two time points were analyzed by RNA-Seq technology. The differentially expressed genes were identified based on the *in-vitro* phenotype, corrected by untreated controls in each time point. Functional analysis was performed to identify metabolic pathways and to predict the biological consequence associated with the phenotypic class of MDMs.

## Results

At 3 hours after treatment, the average number reads which passed the quality control was 18.1 and 15.6 million reads per sample for the control and treatment group, respectively. 

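For the 3 hours time point, MDMs grown from the blood monocytes of 3 high and 3 low responder cows gave 1 untreated control well and 1 well exposed to E. coli per cow, and the 12 mRNA libraries were sequenced as read pairs. The authors trimmed the read pairs with Trimmomatic, mapped them with STAR to the bovine genome UMD 3.1 and estimated with RSEM the number of read pairs per Ensembl gene. These expected counts, which are not normalized, were rounded to whole numbers and used here for the 24616 genes listed. They summed to between 6701530 and 17676166 per library in the control wells of the high responder group (median 15504591) and to between 6589401 and 12164779 in its exposed wells (median 10365854). In the low responder group, the totals ranged from 6297190 to 11659398 in the control wells (median 8863796) and from 6475372 to 14615657 in the exposed wells (median 9153329). The averages that the paper states count the reads that passed the quality control, whereas every value given here rests on the smaller totals assigned to genes. Control and exposed libraries of the same phenotype and time point that share the number of their library code were taken as the wells of 1 cow, a pairing that the labels do not state in words. Across the tested genes of a time point, the deviations of log2 CPM (counts scaled to the normalized library size) from the mean of the condition correlated between 0.327 and 0.732 in the 12 pairs with the same number, and between -0.568 and 0.00521 in the 24 pairs with different numbers. The authors fitted DESeq2, whereas here the counts were normalized with edgeR's TMM method and fitted with a term for each cow and 1 effect of E. coli for each phenotype. The difference between both effects, high minus low, was tested with edgeR's quasi-likelihood test in the 11264 genes that passed edgeR's filter on low counts, and each log2 fold change given for a gene is this corrected difference unless other wells are named. Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute fold change above 1.5, the thresholds of the paper's results, were called differentially expressed (DE). Gene symbols come from Supplementary Tables 1 and 2, of which the copies used here hold the first 1997 of 24615 rows each, so that 2803 Ensembl identifiers have a symbol and the others are given by their identifier.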

In both groups, more than 96% of the reads were uniquely mapped to the bovine reference genome. Comparing the gene expression between the two phenotypic groups, 179 genes were identified with the absolute FC of > 1.5 and the FDR < 0.05 (Fig. 1, Supplementary Table 1). Among these genes, 174 genes were over expressed in the high NO^−^ responder group and 5 genes were more expressed in the low NO^−^ responder group. 

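With edgeR's quasi-likelihood test, the response to E. coli differed between the phenotypes in 20 genes at 3 hours, and the adjusted p was below 0.1 in 123 genes. Leaving out 1 cow moved the count most: it rose to 506 without the high responder cow of library code 94. It was 13 without the high responder cow of code 92, and 0 without the high responder cow of code 93 or without any 1 of the low responder cows of codes 91, 92 and 93, where between 823 and 1171 genes still had an unadjusted p below 0.05. DESeq2 on the same libraries called 183 genes, and 184 with offsets for transcript length.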

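Of 1430 genes with an unadjusted p below 0.05, 951 had a positive difference (high minus low), and every gene past both thresholds was among these, while edgeR's test called 0 genes in favour of the low responder group and DESeq2 called 5. Without the high responder cow of code 94, edgeR called 443 genes with a positive and 63 with a negative difference, and without that of code 92 it called 12 and 1. The largest log2 fold changes were 2.75 (SE 0.40, adjusted p = 0.0485) for C1R (ENSBTAG00000008612) and 2.59 (SE 0.32, adjusted p = 0.0265) for IFIT1 (ENSBTAG00000007881). ETV5 (ENSBTAG00000014915) rose in the high responder group from 17.0 ± 1.07 CPM (SD, n = 3 cows) in control wells to 91.6 ± 22.1 CPM in exposed wells, and in the low responder group it went from 18.7 ± 6.30 to 20.8 ± 8.44 CPM. Its log2 fold change was 2.28 (SE 0.26, adjusted p = 0.0224), and that of ZMIZ1 was 2.10 (SE 0.28, adjusted p = 0.0276). IFIT1 had 978 ± 743 CPM in the exposed wells of high responders and 1553 ± 479 CPM in those of low responders, and its control wells held 43.0 ± 47.0 and 335 ± 142 CPM, so that its mean was lower in high responders in both kinds of well, in exposed wells by less than the spread between cows. With each of the 6 cows left out in turn, the log2 fold change stayed between 2.57 and 3.09 for C1R, between 2.37 and 2.94 for IFIT1, between 2.11 and 2.50 for ETV5 and between 1.91 and 2.36 for ZMIZ1. C1R and ETV5 were past the thresholds in 1 of these 6 fits, and IFIT1 and ZMIZ1 in 2 of them. C1R fell short of them with other size factors, with a stricter filter on low counts and with the trend with transcript length removed, the last chosen after the data were seen, and these 4 genes did so without a term for the cow and with a term for exposure by library code.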

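The 10 largest differences in favour of the high responder group at 3 hours spanned log2 fold changes from 1.78 to 2.75, with a geometric mean fold change of 4.59. The normalized count of these 10 genes averaged 1564 over the 12 libraries. In favour of the low responder group edgeR called 0 genes, and the 5 called by DESeq2 had a geometric mean fold change of 2.39 and an average normalized count of 560.4.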

The average of FC in the top 10 over expressed genes was 8.55 (average DESeq2 base mean of 926.1) and the average of the 5 DE genes more expressed in the low NO^−^ responder group was 2.39 (average DESeq2 base mean of 568.0).

**Figure 1:**
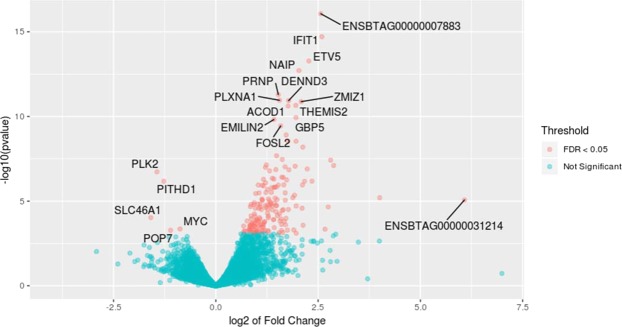
Volcano plot of mRNA expression in monocyte-derived macrophage at 3 hours after treatment with *Escherichia coli*. Fold changes in expression are calculated by deducting the expression value of low responder group (treated samples, n = 3) from high responder group (treated sample, n = 3) and adjusted for untreated groups (n = 3/phenotype) within each phenotype.

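The 18 hours time point comprised 12 further libraries from the same design, made and processed by the authors as at 3 hours, each phenotype with 3 control and 3 exposed wells. Expected counts assigned to genes totalled between 12678189 and 13708583 per library in high responder control wells (median 12789289) and between 9160064 and 13552456 in high responder exposed wells (median 12568321). For the low responders these totals were between 8987288 and 20936554 in control wells (median 12182638) and between 13826986 and 14962894 in exposed wells (median 14646360). The fit, test and thresholds were those of the 3 hours time point, applied to these libraries alone and to the 11759 genes that passed the filter on low counts. The common biological coefficient of variation was 0.115, compared with 0.165 at 3 hours.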

At 18 hours after treatment, the average number reads which passed the quality control was 21.5 and 21.7 million reads per sample for the control and treatment group, respectively. In both groups, more than 95% of the reads were uniquely mapped to the bovine reference genome. Comparing the gene expression between the two phenotypic groups, 392 genes were identified with the absolute FC of > 1.5 and the FDR < 0.05 (Fig. 2, Supplementary Table 2). Among these genes, 326 genes were overexpressed in the high NO^−^ responder group and 66 genes were more expressed in the low responder NO^−^ group. 

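At 18 hours the response to E. coli differed between the phenotypes in 190 genes by edgeR's quasi-likelihood test, and in 523 genes the adjusted p was below 0.1. Without the low responder cow of library code 92 the count fell to 30, without that of code 94 to 76, and without any other 1 cow it lay between 127 and 178. A fit without the term for each cow left 0 genes with edgeR, with 1150 at an unadjusted p below 0.05, and was not run with DESeq2. DESeq2 called 383 genes, or 390 with offsets for transcript length.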

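Past both thresholds, the difference was positive (high minus low) in 157 genes and negative in 33 genes, and of 2067 genes with an unadjusted p below 0.05 it was positive in 1116. Without the low responder cow of code 92 these calls were 28 and 2, without that of code 94 they were 66 and 10, without the high responder cow of code 91 they were 110 and 17 and without that of code 94 they were 114 and 13, and with a term for exposure by library code 61 and 6. THBS1 (ENSBTAG00000002006) went from 162 ± 116 CPM (SD, n = 3) in control wells to 279 ± 216 CPM in exposed wells of high responders and from 144 ± 58.5 to 20.7 ± 18.9 CPM in low responders, a log2 fold change of 3.81 (SE 0.30, adjusted p = 0.000963). S100A9 (ENSBTAG00000006505) had a log2 fold change of 3.15 (SE 0.21, adjusted p = 0.000293), with 805 ± 417 CPM in the exposed wells of high responders and 260.5 ± 184 CPM in those of low responders. Its control wells held 202 reads in high and 598 in low responders over 3 libraries each, so that part of its difference lies there. For S100A12 the log2 fold change was 2.23 (SE 0.14, adjusted p = 0.00023). These 3 genes stayed past the thresholds without each of the 6 cows in turn. TPCN1 (ENSBTAG00000011102) fell from 21.4 ± 5.21 to 0.385 ± 0.232 CPM in high responders and from 8.80 ± 1.80 to 1.06 ± 0.185 CPM in low responders, a log2 fold change of -2.56 (SE 0.47, adjusted p = 0.0319). RAB38 had a log2 fold change of -1.75 (SE 0.32, adjusted p = 0.0314), and both were past the thresholds in 2 of the 6 fits with a cow left out. With a term for exposure by library code TPCN1 and RAB38 fell short of the thresholds, and RAB38 also with all 24 libraries in 1 fit. CYP1A1 was counted 137 times in the control wells and 1 time in the exposed wells of high responders, and 16 and 15 times in those of low responders, so that no fold is given for it.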

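The 10 genes with the largest differences at 18 hours had a geometric mean fold change of 10.6 in favour of the high responder group, and their normalized counts averaged 1241. In favour of the low responder group it was 5.35, with an average normalized count of 2496. Each list holds 1 gene with 3 or fewer reads over a whole group (NXPE4 and CYP1A1), whose fitted fold change depends on the prior count; without them the geometric means were 10.2 and 3.97. An arithmetic mean of the fold changes gave 10.9 and 12.2 over the full lists.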

The average of FC for the top 10 overexpressed genes was 9.32 (average DESeq2 base mean of 1249.7) and the average of the top 10 more DE expressed genes in the low responder group was 3.59 (average DESeq2 base mean of 2435.7). Among DE genes at both 3 and 18 hours after *E. coli* treatment, 55 genes were in common (Fig. 3).

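Of the DE genes by edgeR, 5 passed the thresholds at both time points, NAIP, C1R, GBP5, PRNP and ENSBTAG00000011563, which has no symbol in the copies of the tables, and the direction was the same at both. If the calls at each time point were independent, 0.335 shared genes would be expected among the 11218 tested at both, but the wells of the 2 time points come from the same cows. The log2 fold changes at 18 hours were 1.11 for NAIP, 2.20 for C1R, 1.95 for GBP5, 1.36 for PRNP and 1.39 for ENSBTAG00000011563. GBP5 had fractional expected counts in 2 libraries at 3 hours and 7 at 18 hours, since RSEM divides reads between genes of similar sequence. The number of shared genes was 59 without the 3 hours wells of the high responder cow of code 94, 2 without those of the high responder cow of code 92 and 0 without those of any other 1 cow; it was 8 without the 18 hours wells of the high responder cow of code 93, 3 without those of the low responder cow of code 92 and 4 or 5 without those of the other cows. The same code number at 3 and 18 hours need not be the same cow. DESeq2 gave 56 shared genes.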

**Figure 2:**
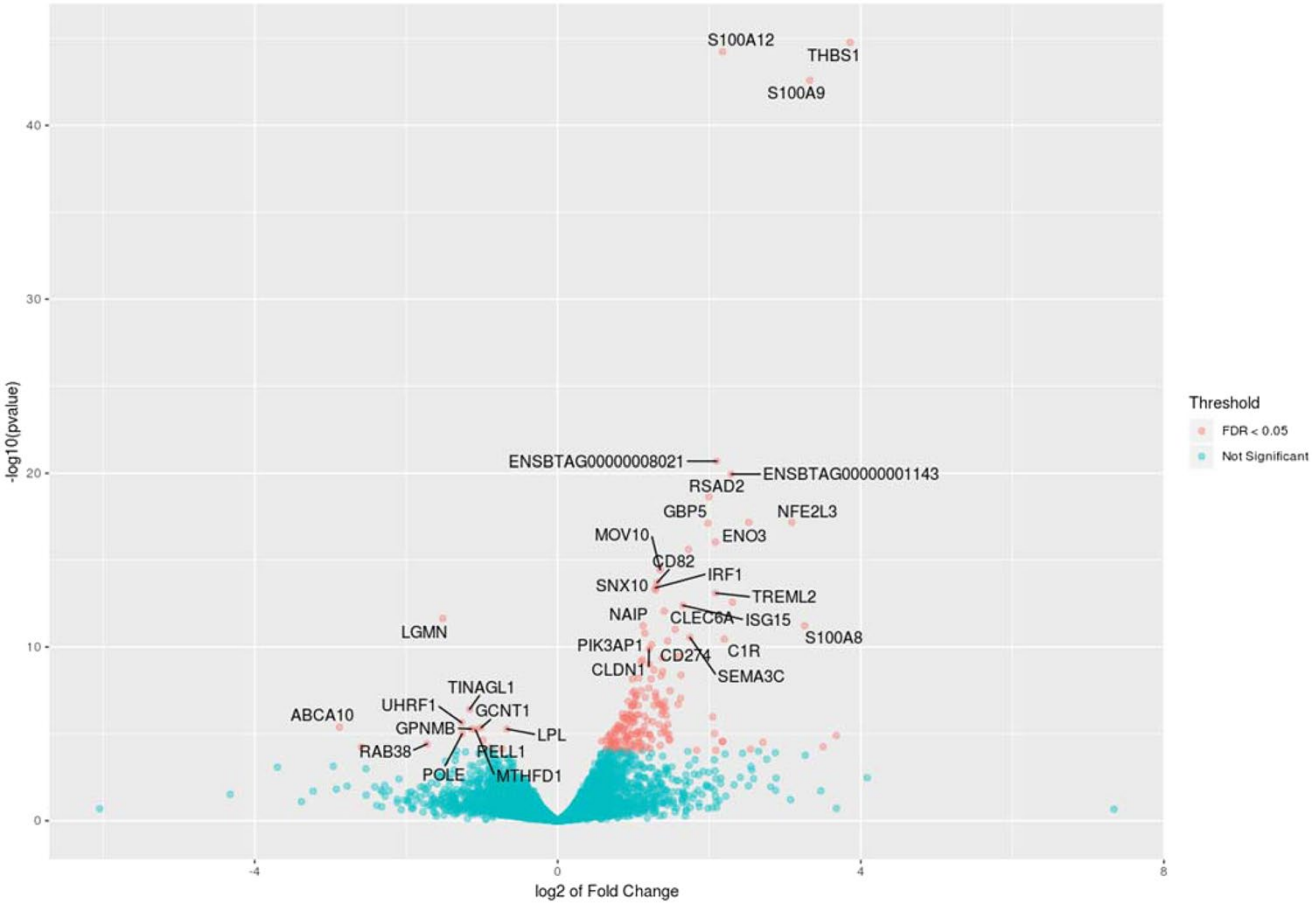
Volcano plot of mRNA expression in monocyte-derived macrophage at 18 hours after treatment with *Escherichia coli*. Fold changes in expression are calculated by deducting the expression value of low responder group (treated samples, n = 3) from high responder group (treated sample, n = 3) and adjusted for untreated groups (n = 3/phenotype) within each phenotype.

**Figure 3:**
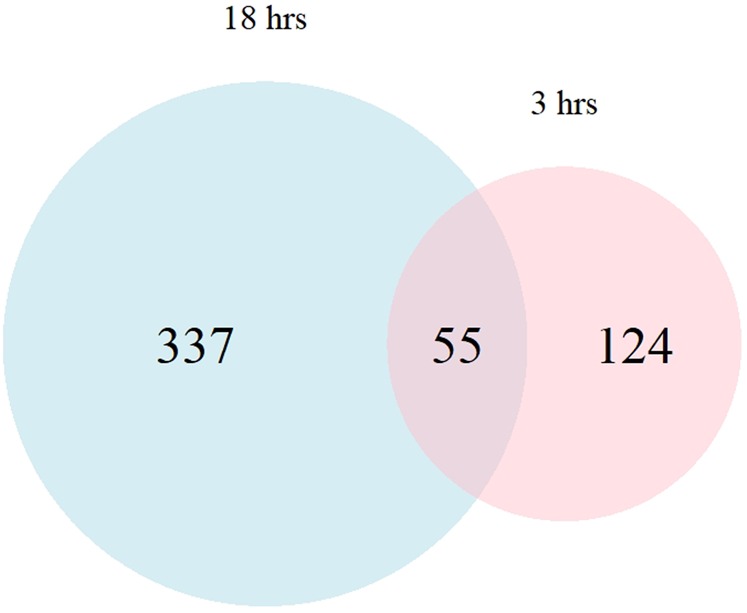
Venn diagram of differentially expressed genes in monocyte-derived macrophages at 3 (pink) and 18 hours (blue) after stimulation with *Escherichia coli*.

It is worth emphasizing that the DE genes that were identified in this study are not only corrected against the untreated control, but the FCs in the expression are calculated based on the differences between two groups of genetically distinct MDMs. These two groups were exposed to the same bacteria with exactly similar MOI in a similar environment. 

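The correction against the untreated control can be followed in its parts. At 3 hours, E. coli changed 3113 genes past the thresholds in the high responder group (1768 higher in exposed wells) and 1995 in the low responder group (1119 higher); at 18 hours these were 4662 (2011 higher) and 3419 (1327 higher). Without the low responder cow of library code 92 the count of the low responder group at 3 hours was 932, and without that of code 91 it was 1153. Whether a gene passes in 1 phenotype and not in the other is no test of a difference, which rests on the contrast of both effects. In most genes called DE and higher, the high responders lay below the low responders in control wells (18 of the 20 and 134 of the 157) and above them in exposed wells. The median difference of log2 CPM was -0.71 and 0.96 over the 20 genes of 3 hours, and -0.59 and 0.58 over the 157 genes of 18 hours. The part from the control wells was the larger in 8 of the 20 and 82 of the 157 genes, and 5 of the 20 and 30 of the 157 were not higher in the exposed wells of high responders. For the 33 genes called lower at 18 hours the medians were 0.55 in control wells and -0.50 in exposed wells.

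**Figure D1:**
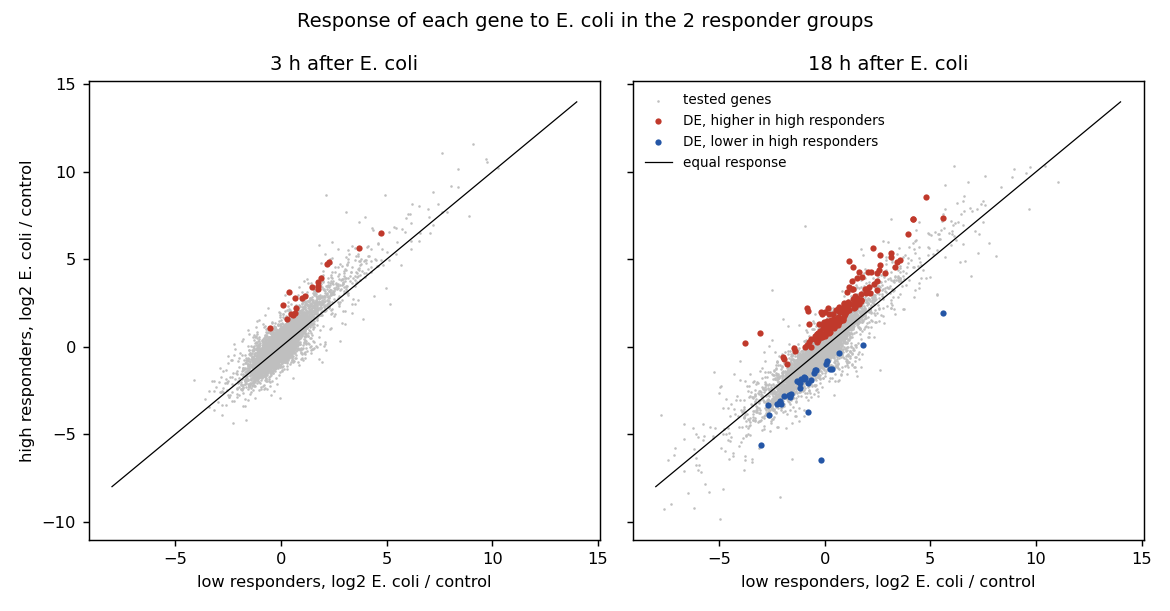
Log2 change from control to E. coli wells of each tested gene, fitted over 3 cows per phenotype, in low responders (horizontal axis) and high responders (vertical axis) at 3 and 18 hours; the line marks equal responses. The 20 DE genes of 3 hours and the 157 of 18 hours lie above the line (red) and the 33 lower ones below it (blue).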

The only difference between these two groups was their genetic architecture as we have previously shown^21^.

The list of DE genes was analyzed in IPA. In this analysis, FDR of 0.1 and absolute log2FC of 0.58 (equal to 1.5 FC) were set as the criteria to maximize the discovery of the pathways that are associated with different phenotypes. At the first step of the analysis, 8 and 18 canonical pathways were identified with FDR < 0.05 and z score of ≥2, at 3- and 18-hours post-treatment, respectively (Figs. 4 and 5). Of note, FC-γ mediated phagocytosis, and 3-phosphoinositide biosynthesis pathways were identified to be associated with high responder groups at the first time point (3 hours, Fig. 4). At the 18 hours time point, production of NO and reactive oxygen species, Th1 pathway, inflammasome pathway and leukocyte extravasation signalling were among the associated pathways with MDMs phenotypic groups (Fig. 5).

**Figure 4:**
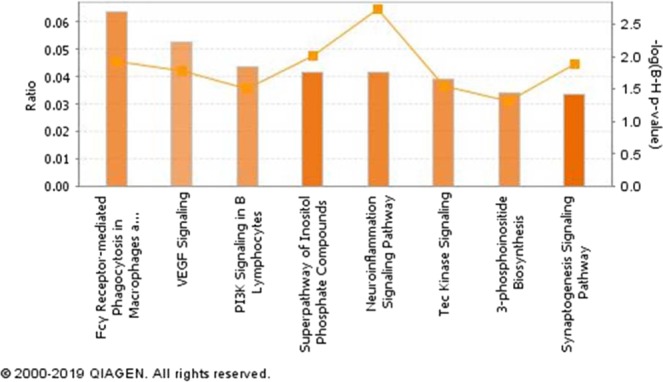
Canonical pathways associated with differentially expressed genes at 3 hours after treatment. The density of orange colour in each column represent the positive activation z-score (all these pathways >2.0). The orange line represents the FDR p-value for each pathway (all pathways <0.05).

**Figure 5:**
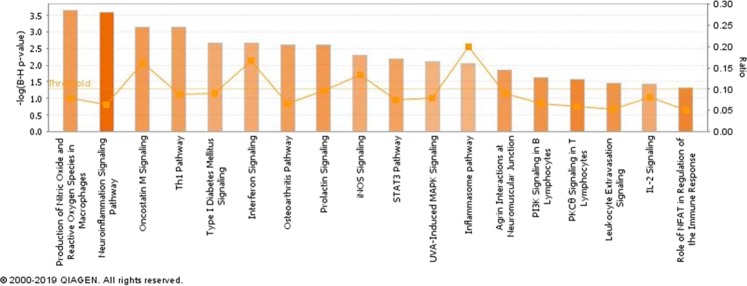
Canonical pathways associated with differentially expressed genes at 18 hours after treatment. The density of orange colour in each column represent the positive activation z-score (all these pathways >2.0). The orange line represents the enrichment ratio for each pathway (all pathways >0.05).

All DE genes were screened using IPA to predict the upstream regulators. At both time points, Lipopolysaccharide (LPS) was identified as the most probable upstream regulator of DE genes with the z-score of 9.00 and a p-value of 1e-58 at the second time point (Supplementary Fig. 1). Transcription factors are known to be the master regulators of macrophage functions^24,25^. 

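Of the transcription factors that the paper derives with IPA from the 3 hours data, IRF1, HIF1A, NFAT5 and IRF4 have an identifier in the copies of the supplementary tables, and IRF7, SPI1, STAT4, FOXO3, REL and HIC1 could not be looked up. IRF4 had too few counts to be tested, with totals between 12 and 38 reads per group of 3 libraries. IRF1, HIF1A and NFAT5 had positive log2 fold changes, with 1.22 for IRF1 (SE 0.25, adjusted p = 0.0988), 0.69 for HIF1A (SE 0.22, adjusted p = 0.278) and 1.89 for NFAT5 (SE 0.60, adjusted p = 0.29). Over all genes tested, edgeR's quasi-likelihood test called 0 of these 3, each of which had an unadjusted p below 0.05, and DESeq2 called IRF1. With each cow left out in turn, the difference lay between 0.44 and 0.82 for HIF1A and between 1.13 and 2.45 for NFAT5, both lowest without the high responder cow of code 94, where NFAT5 and IRF1 passed the thresholds. Activation z scores come from IPA's own knowledge base and were not computed here.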

After applying a filter to only include transcription factors 11 Transcription Factors (TFs) (*STAT1*, *IRF7*, *SPI1*, *STAT4*, *IRF1*, *HIF1A*, *FOXO3*, *REL*, *NFAT5, HIC1*, and *IRF4*) were identified with activation z scores ≥ |2|, p-value between 1.06e-3 to 1.45e-14 and log2FC > |0.58| at the first time point (Supplementary Table 3). At the second time point, another set of 13 TFs (*STAT1*, *IRF1*, *HIF1A*, *STAT4*, *ATF4*, *TP63*, *EGR1*, *CDKN2A*, *RBL1, E2F1, PRDM1, GATA3*, and *IRF4*) were identified with activation z score ≥ |2|, p-value between 3.37e-7 to 1.41e-24 and log2FC ≥ |0.53| (Supplementary Table 4). 

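Among the factors of the 18 hours list, 9 of 13 have an identifier and 8 were tested, and STAT4, TP63, CDKN2A and GATA3 could not be looked up. RBL1 (ENSBTAG00000011541) fell from 56.1 ± 4.91 to 15.6 ± 1.71 CPM (SD, n = 3) in high responders and from 41.6 ± 2.90 to 21.2 ± 1.94 CPM in low responders, with a log2 fold change of -0.87 (SE 0.13, adjusted p = 0.0138). It was past the thresholds in 5 of the 6 fits with a cow left out, but not without the low responder cow of code 92, nor with all 24 libraries in 1 fit. IRF1 was the other factor called. ATF4, EGR1, PRDM1 and E2F1 had log2 fold changes of 0.55, 0.62, 0.79 and -0.93, with adjusted p between 0.0643 and 0.105. Adjusted over the list alone, 6 factors passed with a fold change above 1.5, and this list too was chosen on these samples.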

The interaction analysis revealed that these TFs group in one network, composed of two clusters at each time point. One of the clusters contained TFs with roles in regulation of inflammatory responses and the other cluster contained TFs with roles in response to hypoxia and regulation of the metabolic process of macrophages (Fig. 6).

**Figure 6:**
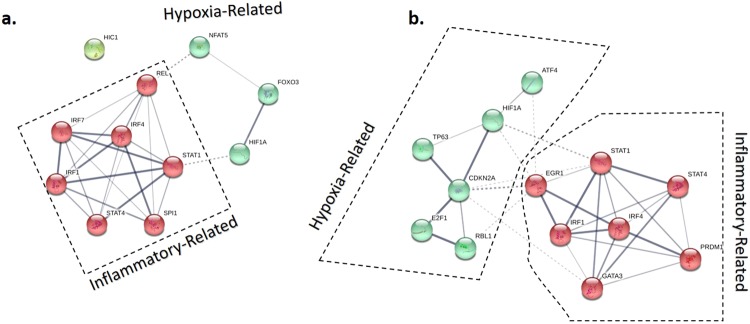
The interaction network among the transcription factors that were differentially regulated between the extreme phonotypes of high and low responder based on production of nitric oxide after 3 (**a**) and 18 (**b**) hours exposure to *Esherishia coli*. The differentially regulated transcription factors were analyzed using the Search Tool for Retrieval of Interacting Genes/Proteins (STRING, v. 11). The inflammatory cluster is represented by the red and the hypoxia-related cluster is represented by green.

The list of DE genes was also screen by IPA, to predict cellular process and biological functions that are downstream of DE genes. Among 45 categories of disease and function including 502 different pathways, the top 5 categories based on the proportion of members with z-scores ≥ 2 were identified as “Free Radical Scavenging” (100%, 3 members), “Cell-To-Cell Signalling and Interaction” (53%, 38 members), “Immune Cell Trafficking” (53%, 32 members), Cellular Response” (48%, 41 members), “Inflammatory Response” (29%, 51 members), and “Hematological System Development and Function” (23%, 84 members) at 3 hours post-treatment (Supplementary Fig. 2, Supplementary Table 5). At 18 hours after treatment, the top 5 categories with most members with z-scores ≥ 2 were identified as “Cell-To-Cell Signalling and Interaction” (80%, 60 members), “Immune Cell Trafficking” (78%, 41 members), “Cellular Movement” (68%, 51 members), “Cellular Function and Maintenance” (59%, 39 members), “Hematological System Development and Function” (58%, 96 members). Also, it should be noted that “Inflammatory Response” (48%, 81 members) was the 6^th^ category at 18 hours post-treatment (Supplementary Fig. 3, Supplementary Table 6). The detailed heatmaps and tables for the categories of the “cell-to-cell signalling and interaction” and “inflammatory response” are presented in the Supplementary Figs 4–7 and Supplementary Tables 7–10

At the last step of the analysis, upstream regulators and downstream impacts along with DE genes were combined in IPA to predict the most probable network of the signalling pathways and biological consequences, simultaneously. The most probable network consisted of 5 transcription regulators, 29 DE genes that are directly linked to them and 6 biological consequences that are directly or indirectly linked to the DE genes and transcription factors (Fig. 7). Downstream Biological impacts that were predicted to be positively associated with the high NO^−^ responder group included: “Antimicrobial Response”, “Antiviral Response”, Innate Immune Response”, “Activation of Antigen Presenting Cells”, “Activation of Macrophages”. In addition, “Infection of Mammalia” was predicted to be negatively associated with the high responder group (Fig. 7).

**Figure 7:**
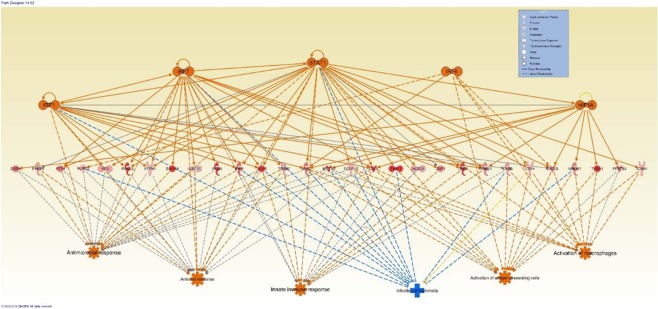
The network of transcription factors (upstream regulator, top line), overexpressed genes in high responder group at 18 hours after treatment with *Escherichia coli* (middle line), and the downstream impacts (bottom line). Orange represents activation; blue represents inhibition, yellow represent inconsistent prediction and grey indicate the absence information to predict the effect.

## Discussion

Reductionist approaches, such as *in-vitro* models and single-cell analysis, have been instrumental in advancing the understanding of the mechanisms that control immune responses by mimicking host-pathogen interactions under experimental challenge designs^3^. Likewise, Genome-Wide Association Studies (GWAS) have been successful in detecting many Quantitative Trait Loci (QTL) that are associated with complex traits such as disease resistance^26^. However, the combination of these two approaches has recently been explored as an alternative method to investigate the genetic regulation of disease resistance. Expression QTL (eQTL) and high-throughput human *in-vitro* susceptibility testing (Hi-HOST) are just two examples of utilizing the reductionist approach in genetic studies^7,9,26,27^. Our group has recently reported notable individual variation in NO^−^ production of bovine MDMs. This cellular phenotype was strongly associated with host genetics. The heritability of NO^−^ production was 77%, similar to the heritability of NO^−^ production by peritoneal macrophages in mice^21,28^. These findings showed that NO production could be considered as a genetic index to classify MDMs. The next step was to investigate if the NO-based classification can represent any characteristics beyond the oxidative burst ability of macrophages. It has been shown previously that transcriptomic network of macrophages in conjunction with *in-silico* analysis can be employed to predict the characteristic and proinflammatory status of macrophages^24,29,30^. Therefore, in the current study, the whole transcriptome of MDMs with opposite NO-based phenotypes was compared during the response to *E. coli* to identify differentially regulated intra-cellular mechanisms and also to investigate if the DE genes be associated with *in-silico*-predicted functional characteristics of MDMs. Although analyzing the transcriptome reveals an unbiased gene expression, the results are a snapshot in time and cannot represent the dynamic regulation of macrophage functions. This limitation can be overcome by employing more than one time point and bioinformatic methods (i.e. *in-silico* prediction) to expand the snap-shot picture of gene expression in time, retrospectively (upstream regulators) and prospectively (downstream functions)^31,32^.

The DE genes were the first indicator of differentially regulated gene expression associated with NO-based classification. Among DE genes, only approximately 10% of DE genes were in common between the two time points, (Fig. 3). 

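Taken over the genes called by edgeR at either time point, which number 205, those in common make 2.44%. A gene missing from 1 list is not shown to lack the difference there: of the 20 genes called at 3 hours, 10 had an unadjusted p below 0.05 in the same direction at 18 hours, and of 188 genes called at 18 hours and tested at both, 89 did so at 3 hours. With DESeq2 the share in common was 11.0%.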

A similar pattern of time-dependent gene expression in bovine MDMs has been reported in response to *Mycobacterium avium* subspecies *paratuberculosis* (MAP) and *Mycobacterium bovis*^32–34^. Although the number of DE genes in the current study seems to be lower than other studies on bovine MDMs (8 to 10 times less than comparable studies), the DE genes and FC reported in the current study are the result of a comparison between two challenged groups, not a challenged group versus a control group (a common design in immunological studies)^35^. It is worth emphasizing that the only difference between the two challenged groups was their genetic background classified based on the ability to produce NO^−^. Therefore, these results indicate that genetics affects gene expression in a time-dependent manner, and it should be considered in studies on mRNA expression.

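A change of the difference between the phenotypes with time was tested directly, as the corrected difference at 18 hours minus that at 3 hours over all 24 libraries and 11905 genes. The fit has a separate term for each cow at each time point and treats the cows of 3 and 18 hours as different animals although both come from the same 6 cows, since the labels do not state which wells belong to the same cow. The change passed the thresholds in 0 genes with edgeR's quasi-likelihood test, where 1160 genes had an unadjusted p below 0.05 and 3 an adjusted p below 0.1, and in 32 genes with DESeq2. The 3 genes were S100A12, with a log2 change of 2.58 (SE 0.38, adjusted p = 0.0654), S100A9, with 2.64 (SE 0.39, adjusted p = 0.0654), and ETV5, with -2.38 (SE 0.37, adjusted p = 0.0871). Without the 3 hours wells of the high responder cow of code 93 or of code 94, or the 18 hours wells of that of code 91, 1 gene passed. With the cows matched across time points by the letter of the library code, an alternative added after the data were seen, edgeR called 0 genes (1174 at an unadjusted p below 0.05) and DESeq2 36. From the small share of DE genes common to both time points and from the genetic background, which it gives as the only difference between the challenged groups, the paper concludes that the effect of genetics on gene expression depends on time.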

Functional annotation analysis followed by *in-silico* prediction of the upstream regulator and downstream functions of DE genes revealed some key differences between high and low NO^−^ responder groups. Although some of these results are not surprising, they can indirectly indicate the absence of noise in the data set and the likelihood of accuracy of the obtained results. For instance, at both time points, LPS was found to be the most probable upstream regulator in this experiment by using an unsupervised algorithm by IPA. LPS is one the most abundant Pathogen Associated Molecular Pattern (PAMP) on the surface of Gram-negative bacteria (i.e. *E. coli*), and it perfectly aligns with the treatment that was used in this study^36^. Therefore, likely, other upstream regulators were also accurately predicted such as transcription factors. However, the other upstream regulators need to be further explored in future laboratory experiments. The *STAT1*, *STAT4*, *IRF1* and *HIF1A* that were predicted in the current study as the upstream regulators associated with NO-Based index at both 3 and 18 hours after treatment (Supplementary Table 11 and 12), are all known key transcription regulators that shape the proinflammatory response of macrophages^37–39^. In a mouse model, *IRF8*, *IRF1*, *STAT1* and *PU.1* have been shown to be a key regulator of macrophage proinflammatory and antimicrobial response by using the combination of ChIP-Seq and RNA-seq techniques. Specifically, IRF1 and STAT1 were shown to bind to the cis-regulatory region of iNOS. The NO production of macrophages was completely abrogated in *irf1*^−/−^ mouse^25^. In the current study, *IRF1*, *STAT1* and *SPI1* (gene that encodes PU.1) were differentially expressed at the 3 hours time point. In addition, *IRF8*, *IRF1*, and *STAT1* were differentially expressed at the 18 hours time point. 

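In the 3 hours wells, E. coli raised IRF1 by 4.93 on the log2 scale in high responders (SE 0.21) and by 3.71 in low responders (SE 0.20). Exposed wells held 2090.2 ± 565 CPM (SD, n = 3) and 1918 ± 170.2 CPM, and control wells 67.4 ± 6.96 and 146 ± 3.89 CPM. With 1 cow left out in turn, the difference between the phenotypes stayed between 0.96 and 1.46 for IRF1. No identifier could be assigned to SPI1.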

Although it should be noted that FDR *p-value* of *IRF8* and *SPI1* was not significant in our study, their unadjusted p-values were less than 0.05. 

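IRF8 (ENSBTAG00000017824) had 112 ± 21.3 CPM (SD, n = 3) in the exposed wells of high responders and 201 ± 72.0 CPM in those of low responders at 18 hours, against 40.2 ± 2.80 and 41.1 ± 4.75 CPM in control wells. The log2 fold change was -0.77 (SE 0.25), with an unadjusted p of 0.0122 and an adjusted p of 0.157 from edgeR's quasi-likelihood test, and the changes of the high and low responder cows overlapped. It lay between -1.09 and -0.59 with each cow left out in turn and passed the thresholds without 1 of them.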

In five species of non-human primates, a conserved regulatory binding site for *STAT1*, *HIF-1*, *NFAT5* that controls the expression of iNOS has been previously reported^40^. In addition, interactions between HIF-1 and IRF-1, and HIF-1 and *STAT1* have also been reported in mice, and these regulate the expression of iNOS and induce apoptosis in cancer cells^40,41^. Although, this information supports the association between NO-based phenotypes and these TFs (summarized in Fig. 8) the genetic control in expression of these TFs seems to be less clear. Based on the design of the current study, it is possible to infer that the expressions of these TFs are genetically regulated. Although the mechanism of genetic regulation remained unanswered, it can be expected that simple genetic mechanisms such as linkage disequilibrium cannot explain the variation in their expression. These TFs are located on 3 different chromosomes on the bovine genome (*STAT1* and *STAT4* on Bovine Autosomal Chromosome (BTA)-2, *IRF1* on the BTA-7 and *HIF1A* on the BTA-10) and it is unlikely to expect that their expressions are controlled via a physical linkage. Whether there is one mutation in one regulatory molecule upstream of all these TFs or another mechanism that links and regulates the expression of these TFs needs to be further investigated. The presence of two clusters among differentially regulated TFs should also be noted. Markedly, the cluster that contains TF with role in response hypoxia (*HIF1A*) is growing during the time (Fig. 6). The expression of HIF1A after stimulation of macrophage with LPS has been previously documented. The role of HIF1A in regulation of metabolic process and pro-inflammatory characteristics of macrophages is also known^42,43^. However, the results of the current study suggest a genetic regulation mechanism on activation of HIF1A. In addition, due to the role of HIF1A in trained immunity^44^, the current study indicates the possibility of genetic effect on trained immunity in outbred populations. This hypothesis needs further investigation on identifying genetic markers that are associated with trained immunity, macrophage polarization, response to hypoxic and oxidative stress in macrophages.

**Figure 8:**
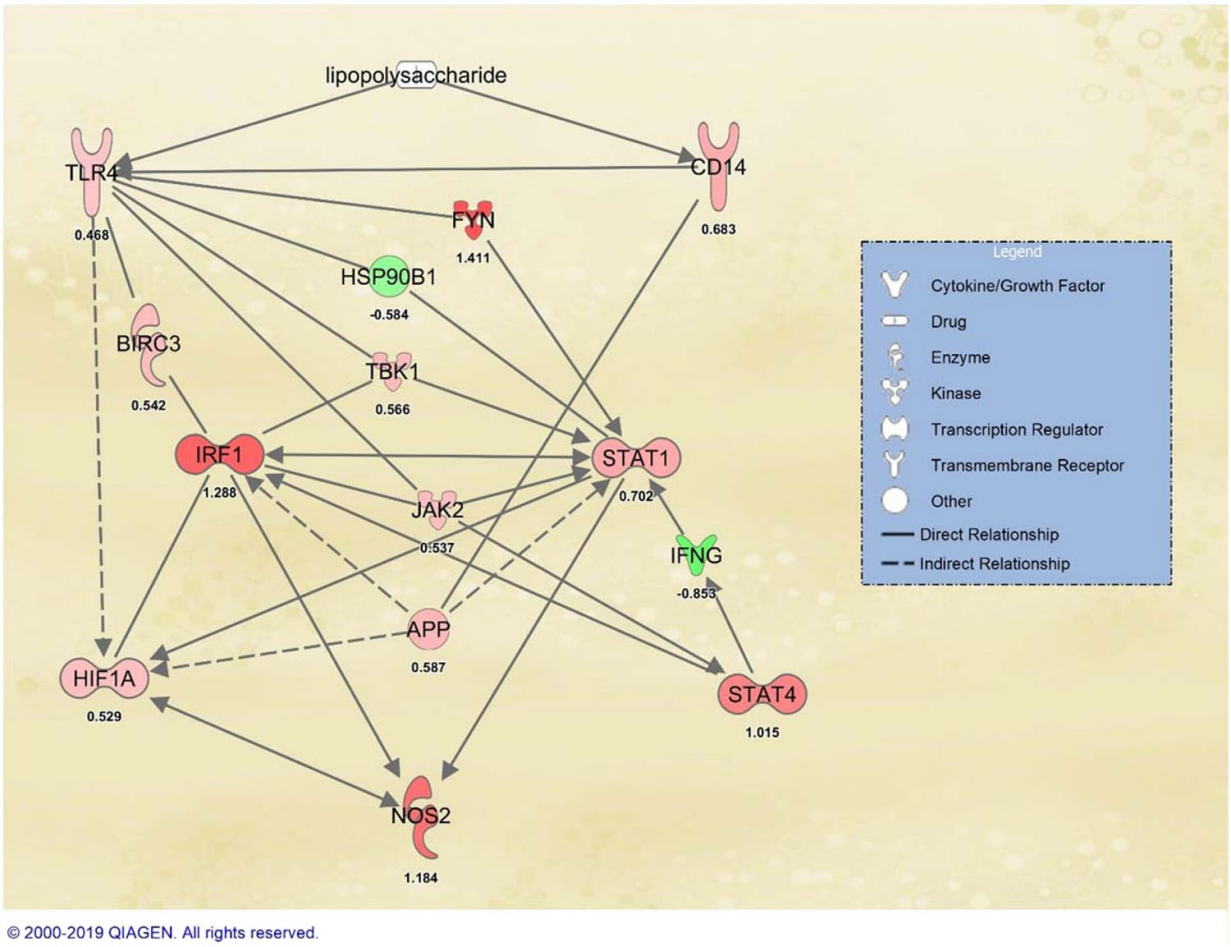
The summary of interaction between the four transcription factors that were in common between the two time points, and NOS2 (inducible nitric oxide synthase gene) and lipopolysaccharide as one of the main pathogens associated molecular pattern on *Escherichia coli.* The number under each gene symbol is the log2 fold change at 18 hours post-treatment data set. Over-expression in high responder group (or under-expression in low responder group) is represented by the density of red and under-expression in high responder group (or over-expression in low responder group) is represented by green.

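Of the 14 genes drawn in Fig. 8, 12 have an identifier, and IFNG and STAT4 could not be looked up. At 18 hours 11 of the 12 had a positive log2 fold change, and HSP90B1 had one of -0.60 (SE 0.16, adjusted p = 0.101). FYN (ENSBTAG00000011851) passed the thresholds, with 1.40 (SE 0.26, adjusted p = 0.0345), and its exposed wells held 96.2 ± 88.7 CPM (SD, n = 3) in high and 57.8 ± 21.8 CPM in low responders. It passed in 2 of the 6 fits with a cow left out and fell short with a term for exposure by library code. TLR4, JAK2, BIRC3, TBK1 and APP had log2 fold changes of 0.45, 0.52, 0.52, 0.55 and 0.57, with adjusted p from 0.071 to 0.122. Over all genes tested 2 of the 12 were called, and 6 when adjusted over the list alone, a list drawn from these data.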

Among enriched canonical pathways at 3 hours time point, “Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes” is notable. We have previously shown a strong and significant correlation between NO^−^ production and phagocytosis in bovine MDMs in response to *E. coli* and *S. aureus*^21^. The VEGF signalling pathway, enriched at 3 hours, regulates angiogenesis and lymphangiogenesis in the host during inflammation. The association between VEGF pathway and macrophages NO^−^ production has been previously reported in mice and plays a vital role in antigen clearance and regulation of inflammation^45–47^. Similarly, the PI3k-dependent pathways have different roles in the cells of the immune system from the regulation of metabolism to down-regulation of inflammation and macrophage polarization^48,49^. Inhibition of this pathway has resulted in a reduction of proinflammatory cytokine expression in response to LPS in THP-1 derived macrophages^50^.

The enriched pathways at 18 hours are either directly related to proinflammatory responses (i.e. *STAT3*^51^, iNOS signalling, Inflammasome pathways^52^ and IL-2 Signalling^53^ or they show inflammatory status in a tissue or an organ (i.e. Neuroinflammatory Signalling pathway) (Fig. 5). The “Production of Nitric Oxide and Reactive Oxygen Species in Macrophages” pathway had the lowest p-value and the “Inflammasome Pathway” was the most enriched pathway (20%) among all pathways. Although it is not surprising to find nitric oxide pathway is enriched in this data set, it indicates the accuracy of the methods that were employed in the current study, from the wet-lab (cell culture, stimulation and measuring the NO response) to the bioinformatic analysis (trimming and aligning the reads, quantifying the expression level and thresholds for DE genes). The most enriched pathways at 18 hours timepoint (“Inflammasome Pathway”) is also a known pathway to induce NO^−^ production in macrophages^52^. The epigenetic mechanism of interactions between inflammasome, PARP-1 and iNOS have recently been reported in mice^54^. The inflammasome pathway that is enriched based on DE genes in the current study, its association with the level of NO^−^ production and the stimulator that was used here (*E. coli*), align with this recent discovery.

Combining of all these pathways resembles a distinct *in-silico*-predicted proinflammatory profile between high and low NO^−^ responder groups as it is illustrated in Supplementary Figs. 6 and 7 and Supplementary Table 9 and 10. The “Inflammatory Response”, “Cell-to-Cell Signaling”, “Cellular Movement” and “Immune Cell Trafficking” were predicted to be significantly associated with the high responder phenotype at both time points (Supplementary Table 5–10. These pathways have also been reported to be enriched in bovine MDM in response to MAP, indicating their importance in macrophage responses^32^. These *in-silico*-predicted functions can constitute a distinct immunological response such as stronger antimicrobial and antiviral responses, a higher level of antigen presentation in the high NO^−^ responder groups which can lead to stronger innate responses and reduced infection (Fig. 7). Since these biological impacts of DE genes are predicted based on previously published literature, these predicted functions need to be validated in future studies using *in-vivo* experiments.

It is also worth looking at the results of the current study from the lens of the macrophage polarization paradigm. Macrophages are known to be polarized with distinct characteristics in a continuum of phenotypes from M1 (pro-inflammatory) to M2 (anti-inflammatory), with many stages in between^22–24^. This polarization is classified based on the stimulatory signals that macrophages receive, but this concept has been mainly generated from studies using inbred mice models. In the current study, both phenotypes (low and high responders) received the same stimulatory signal (GM-CSF and *E. coli* under the same environmental condition), but their functional characteristics are predicted to be distinct. Therefore, genetics can add a second dimension to the linear continuum of the macrophage polarization model. 

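The M1-associated genes IRF1, HIF1A, CXCL8 (IL8), CCL5, NOS2 (iNOS), CD38 and CD14 had a positive log2 fold change at 18 hours, and in each of these 7 the changes of the 3 high responder cows lay apart from those of the 3 low responder cows, which chance gives in 10% of unselected genes, whereas the paper chose these genes on the same samples. IRF1 (ENSBTAG00000031231), with 1.27 (SE 0.16, adjusted p = 0.00799), and CCL5 (ENSBTAG00000007191), with 2.49 (SE 0.45, adjusted p = 0.0314), passed edgeR's quasi-likelihood test. IRF1 passed in each of the 6 fits with a cow left out and CCL5 in 4 of them, not without the low responder cow of code 92 or of code 94, nor with all 24 libraries in 1 fit or a term for exposure by library code. Log2 fold changes were 0.51 for HIF1A (SE 0.15, adjusted p = 0.125), 1.12 for CXCL8 (SE 0.26, adjusted p = 0.0664), 1.17 for NOS2 (SE 0.26, adjusted p = 0.0592), 0.94 for CD38 (SE 0.27, adjusted p = 0.117) and 0.66 for CD14 (SE 0.16, adjusted p = 0.0663). NOS2 was counted at 7.10 ± 1.33 and 6.49 ± 2.35 CPM (SD, n = 3) in the control wells of high and low responders and at 8121 ± 1546 and 3302 ± 1117 CPM in their exposed wells. CCL5 differed mainly in control wells, with 83.4 ± 56.2 CPM in high and 327 ± 21.7 CPM in low responders, compared with 6341 ± 1352 and 5236 ± 1663 CPM in exposed wells. After exposure CD14 fell by 0.42 on the log2 scale in high responders and fell by 1.08 in low responders.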

The expression of M1-associated genes such as *STAT1* (FC = 1.62, FDR = 0.002), *IRF1* (FC = 2.44, FDR = 2.83e-11), *HIF-1A* (FC = 1.44, FDR = 0.046), *IL8* (FC = 2.2, FDR = 1.48e-4), *CCL5* (FC = 5.83, FDR = 0.04), *iNOS* (FC = 2.26, FDR = 1.89e-4), *CD38* (FC = 1.91, FDR = 0.023) and *CD14* (FC = 1.60, FDR = 0.005) were found to be significantly more expressed in this high responder group^22–24,55,56^. 

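Of the M2-associated genes, GPNMB, MSR1 and LGMN have an identifier, and MYC could not be looked up. These 3 had a negative log2 fold change at 18 hours, and LGMN (ENSBTAG00000046979) passed the thresholds with -1.54 (SE 0.23, adjusted p = 0.0138), also without each of the 6 cows in turn, but not with a term for exposure by library code. GPNMB had -1.16 (SE 0.29, adjusted p = 0.0764) and MSR1 -0.93 (SE 0.24, adjusted p = 0.0883). LGMN went from 3389.8 ± 1076 CPM (SD, n = 3) in control wells to 1389.5 ± 489.6 CPM in exposed wells of high responders and from 1097 ± 374 to 1243 ± 63.8 CPM in low responders. Between the exposed wells of high and low responders, edgeR's quasi-likelihood test gave a log2 difference of 0.14 for LGMN (adjusted p = 0.773), -0.74 for GPNMB (adjusted p = 0.353) and -0.43 for MSR1 (adjusted p = 0.384).

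**Figure D2:**
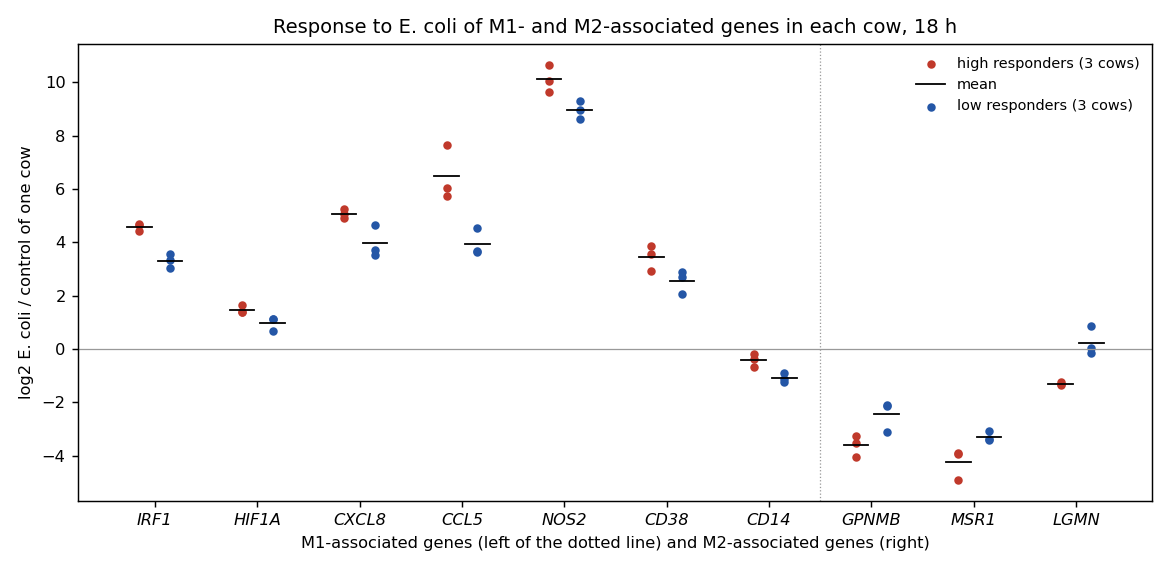
Log2 ratio of the E. coli well to the control well of each cow at 18 hours for 7 M1-associated and 3 M2-associated genes; points are cows, 3 per phenotype, and bars their mean. In every gene shown the 3 high responder cows lie apart from the 3 low responder cows, above them for the M1- and below them for the M2-associated genes.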

Whereas, the expression of M2-associated genes such as *MYC* (FC = −1.83, FDR = 0.031), *GPNMB* (FC = −2.0, FDR = 4.34e-4), *MSR1* (FC = −1.85, FRD = 0.010), *DHCR24* (FC = −1.79, FDR = 0.016) and *LGMN* (FC = −2.86, FDR = 1.14e-9) are more expressed in low NO^−^ responders^18,57–60^. It should also be noted that the expression of *GATA3* and *IRF4*, known M2-associated TFs^23^, were predicted to be inhibited in the high responder group (or activated in low responder group) based on DE genes at 18 hours (Supplementary Table 4). Based on these results, there is a notable overlap between NO-based classification of bovine MDM in the current study and M1/2 macrophage polarization in mice or humans. These results indicate that stimulatory signals are not the sole determinant of macrophages polarization, and the phenotype is shaped in the interaction between genetic and stimulatory signals (also known as gene by environment effects). 

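Of the transcription factors linked to M2 macrophages, IRF4 was scarcely counted at 18 hours: over 3 libraries each it had 14 reads in the control wells and 32 in the exposed wells of high responders, and 11 and 51 in those of low responders, and the filter on low counts left it untested. GATA3 could not be looked up. Their predicted inhibition rests on other genes and on IPA's knowledge base and was not recomputed. From the M1- and M2-associated genes of both phenotypes under 1 stimulus, the paper concludes that polarization is shaped by genetics together with the stimulatory signals.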

The gene by environment effects might be able to explain some individual differences in response to pathogens. Casey *et.al.* have shown the transcriptomic changes of bovine MDMs in response to MAP at 2 and 6 hours after challenge^32^. At FDR level of less than 0.1, 36 and 85 genes are in common between the study by Casey *et.al.* and the 3 hours time point of the current study^32^. Among these common genes, 10 genes with direct role on innate immune responses should be noted (TNFAIP3, TRAF3, TNIP1, BIRC3, CHSTS3, IRF1, NOS2, PELI1, PTGS2 and SLC25A19)^32^. This overlap represents the possibility of further investigation on the genetic regulation of Johne’s disease (caused by MAP in cattle) using the *in-vitro* model and NO-based classification.

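TNFAIP3, TNIP1, BIRC3, CHST3 (read for CHSTS3), IRF1 and NOS2 have an identifier, and TRAF3, PELI1 and PTGS2 could not be looked up. At 3 hours these 6 had a positive log2 fold change. TNFAIP3 (ENSBTAG00000000436) rose from 26.7 ± 7.80 to 806 ± 200.2 CPM (SD, n = 3) in high responders and from 30.2 ± 4.75 to 474 ± 106 CPM in low responders, a log2 fold change of 0.97 (SE 0.18, adjusted p = 0.0731). It was 1.64 for NOS2 (SE 0.32, adjusted p = 0.0781), 1.97 for CHST3 (SE 0.45, adjusted p = 0.13), 0.77 for BIRC3 (SE 0.19, adjusted p = 0.16) and 0.99 for TNIP1 (SE 0.31, adjusted p = 0.268). CHST3 was counted at 0.683 ± 0.569 and 1.54 ± 0.552 CPM in the control wells of high and low responders. Over all genes tested, edgeR's quasi-likelihood test called 0 of these 6, all of which had an unadjusted p below 0.05, and DESeq2 called CHST3, IRF1, NOS2 and TNFAIP3. Without the high responder cow of code 94, each of these 6 genes passed over all genes tested.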

In conclusion, the results of this study indicate a distinct proinflammatory profile between MDMs that are classified based on NO^−^ production. It is also predicted that cattle that are classified as the high responder will likely mount a stronger innate response and have a lower incidence of infectious disease when NO^−^ is required to help control infection. Moreover, this genetically-depended distinct proinflammatory response might be able to describe the individual differences in the progress of some infectious diseases that are linked to inflammatory responses, such as Johne’s disease in cattle or Crohn’s disease in human. A notable difference in the progress of these diseases has been reported to be associated with the inflammatory response of the host. Therefore, the NO-based classification might be able to provide a platform to investigate the genetic mechanism(s) that shapes the outcome of host infection.

## Material and Methods

### Monocytes-Derived Macrophages and *E. coli* Stimulation

Blood samples were collected from the tail vein of 6 Holstein mid-lactating cows from the research herd at the University of Guelph. Based on our previous study^21^, these samples were divided into high (n = 3) and low (n = 3) responder groups based on *in-vitro* NO^−^ response to *E. coli*. The average of NO^−^ response 48 hours after the challenge was 13.1 µM (Standard Error: 0.66) and 5.3 µM (Standard Error: 0.47) for high and low responder groups, respectively (*p-value* of T-test between high and low responder groups was < 0.002) (Supplementary Fig. 8). The MDMs were generated in a serum-free culture system by the method previously published^21^. Briefly, blood Mononuclear Cells (BMCs) were purified based on the gradient centrifuge separation method and cultured for 2 hours in Monocyte Attachment Medium (PromoCell, Heidelberg, Germany) at 37 °C. Non-adherent cells were removed and the medium was replaced with AIM V® Medium (Thermo Fisher Scientific Inc., Mississauga, ON) in the presence of 5 ng/ml recombinant bovine Granulocyte-macrophage colony-stimulating factor (GM-CSF, Kingfisher Biotech, St. Paul, MN) and 5% CO2. After six days of incubation, the culture flasks were vigorously washed to remove any dead cells before the harvest. Samples were inspected visually under the microscope to confirm cell morphology before harvesting. Adherent cells were detached from the flask using TrypLE™ Select Enzyme (Thermo Fisher Scientific Inc., Mississauga, ON). After harvesting, all samples were tested for uniformity of the cell population and cell dimensions using S type cassettes in Moxi Z automated cell counter (ORFLO Technologies, ID, USA). All samples used in this study had the Moxi Population Index (MPI) of above 0.9 and average diameter of 14 µM. Phenotypic characteristics of macrophages (strong auto-fluorescence, CD14^+^, CD205^−^) were analyzed using flow cytometry to determine the proportion of macrophages among the harvested cells^61–64^. Harvested cells were labelled with RPE conjugated mouse anti-bovine CD205 (Clone: IL-A114), to check the presence of monocyte-derived dendritic cells and ALEXA FLUOR^®^ 647 conjugated mouse anti-human CD14 (Clone: TÜK4) to check the presence of myeloid cells, separately. The labelled samples were analyzed using the BD Accuri C6 flow cytometer (Becton Dickinson, Franklin Lakes, NJ) and the data from the flow cytometer were analyzed by FlowJo V.10 (FlowJo LLC, Ashland, OR). The fluorescence emission of an unlabeled harvested cells was compared with the emission of unlabeled fresh BMCs in 533/30 filter excited by the blue laser to test the auto-fluorescence as an indicator for macrophages (Supplementary Fig. 9). MDMs from each sample were seeded in 4 wells in two 24-well plates in AIM V® at the concentration of 0.4 × 10^6^ cells per well. Each plate was assigned to one time-point. One well of each sample was assigned as the control and the other well was exposed to *E. coli* (MOI: 5).

All the procedure and handling of the animals were approved by the animal care committee of the University of Guelph. All experiments were performed in accordance with relevant guidelines and regulations.

### RNA isolation, library construction and Sequencing

At 3 and 18 hours after treatment, total RNA was extracted from all four wells, using TRIzol Reagent (Thermo Fisher Scientific Inc., Mississauga, ON) according to the manufacturer’s protocol. Briefly, 1 ml of Trizol Reagent was used to extract total RNA from 0.4 × 10^6^ MDMs based on the company’s recommendation. The extracted samples were treated with DNase to remove any possible DNA contamination. The quantity of the purified RNA samples was measured by the RNA High Sensitivity kit in the Qubit Fluorometric Quantification system (Thermo Fisher Scientific Inc., Mississauga, ON) and the qualities were checked by the 2100 Bioanalyzer (Agilent, Santa Clara, CA). The average RNA integrity was 9.3 (standard deviation = 0.50), indicating good RNA quality^65^.

Library construction was performed using the TruSeq Stranded mRNA Libraries Prep kit (Illumina Inc. San Diego, CA). Adapters were ligated to the ends of double-stranded cDNA and PCR amplified to create libraries^65,66^. An equal amount of each library was pooled together and was paired-end sequenced in HiSeq-4000 system (Illumina Inc. San Diego, CA) to generate 150 bp reads.

## Bioinformatics Analysis

### Differentially expressed genes

Sequencing reads were filtered for quality and removing the index (universal Illumina index) using Trimmomatic in the pair-end mode^67^. Nucleotides with quality of less than 30 (in Phred score) at the beginning and at the end of the reads were removed^65,68^. In addition, reads shorter than 100 bp or with a quality of less than 20 (in Phred score) in 5 adjacent base pairs were removed from the analysis. The quality of the reads was checked by FastQC (Babraham Bioinformatics, v. 0.11.5) before and after trimming. At the next step, clean reads were mapped to the bovine reference genome (UMD 3.1, Release 94) by using Spliced Transcripts Alignment to a Reference (STAR) v. 2.7.0a^69,70^. The quantity of expression per annotated genes was calculated by using RNA-Seq by Expectation Maximization (RSEM) package (v. 1.3)^71^. The raw count data were imported by R’ Bioconductor package “tximport” (v 1.10.1) and analyzed by DESeq2 (v. 1.22.2) by employing negative binomial GLM fitting approach^72,73^. Every sample was numbered within a phenotype and consisted of two reads files, treated and control. The model term in DESeq2 was designed to calculate the differential expression in fold change (FC) between the phenotypes in the treated group after accounting for the expression level of the respective control sample. To correct for multiple comparison error, *p-values* for each gene was adjusted based on the Benjamini and Hochberg method^74^. Genes with the absolute FC of greater than 1.5 and adjusted *p-value* of less than 0.1 were considered Differentially Expressed (DE).

### Functional analysis

The output of DESeq2 analysis was imported to Ingenuity Pathway Analysis (IPA) cloudware (QIAGEN, Redwood City, www.qiagen.com/ingenuity), to identify Gene Ontology (GO) terms, metabolic pathways, upstream regulators and functional networks among the DE genes^75^. The “core analysis” function in IPA was used as suggested by the manual with following criteria: removing genes with an ambiguated identifier (unmapped), absolute log2 FC of less than 0.58, and *q-value* of more than 0.1. The Fisher Exact test followed by adjusting p-value based on the Benjamini and Hochberg method was used by the IPA to identify statistically significant enriched metabolic, pathways and functional networks. The interactions between the DE genes were investigated using the Search Tool for Retrieval of Interacting Genes/Proteins (STRING, v. 11)^76^.

## Supplementary information

Supplementary Information 1

Supplementary Information 2

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus repository, via accession code GSE136722.

# Supplementary material for: Transcriptomic Profiles of Monocyte-Derived Macrophages in Response to Escherichia coli is Associated with the Host Genetics
**Source:** Sci Rep. 2020 Jan 14;10:271. doi: 10.1038/s41598-019-57089-0
**Supplement:** Supplementary file 1 — Supplementary Information 1

**Supplementary Figures**

**Transcriptomic Profiles of Monocyte-Derived Macrophages in Response to *Escherichia coli* is Associated with the Host Genetics**

Mehdi Emam^1,2^, Angela Cánovas^2^, Alma D. Islas-Trejo^3^, Pablo A.S. Fonseca^2^, Juan. F. Medrano^3^ & Bonnie Mallard^1,2^

419 Gordon St, Bldg #89, Guelph, ON N1G 2W1

519 824 4120 x54761

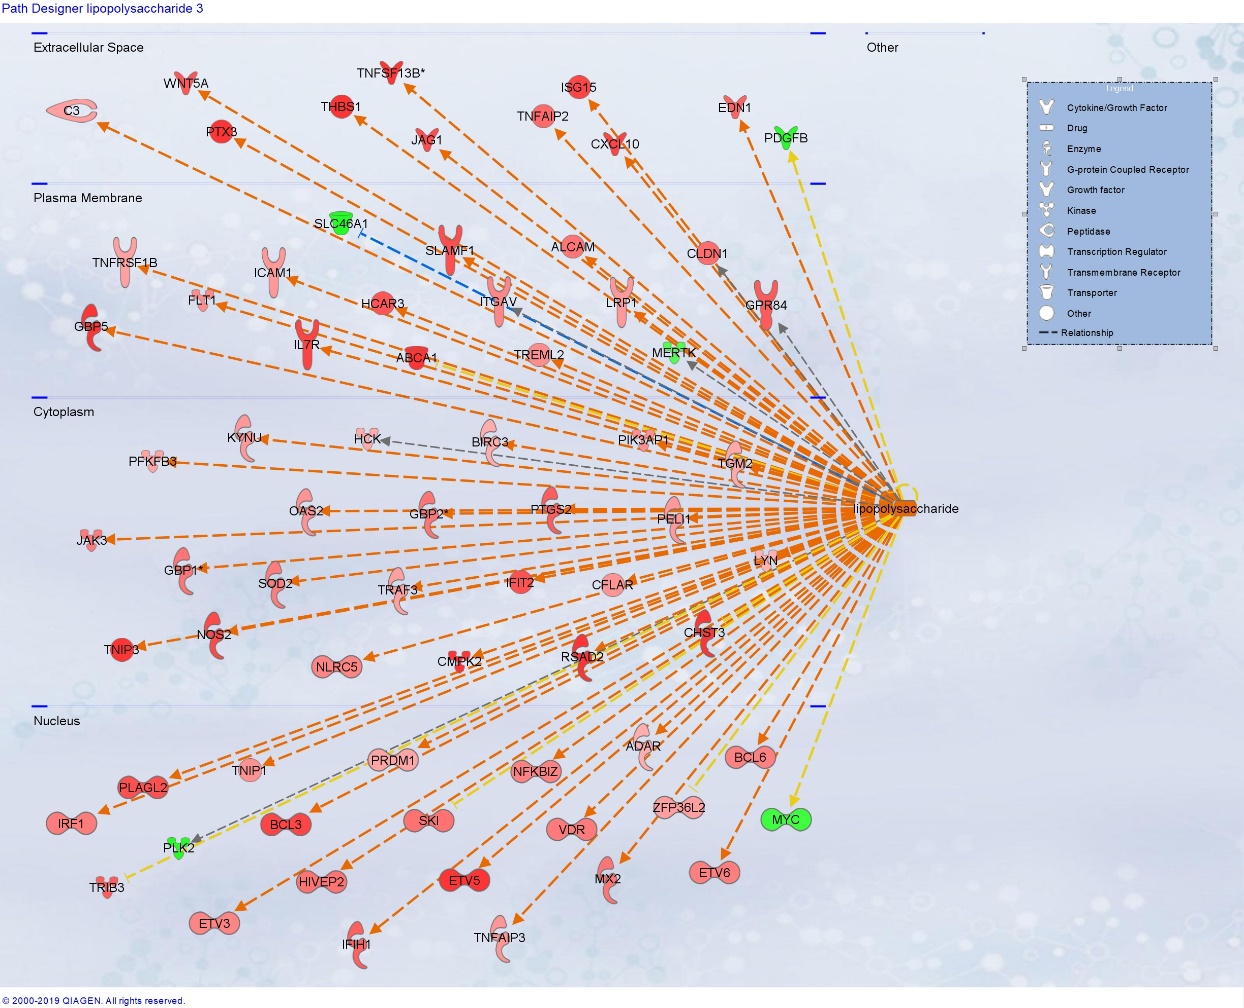

**Supplementary Figure 1** - Differentially expressed genes in monocyte-derived macrophage at 3 hours after treatment with *Escherichia coli,* which are known to be affected by lipopolysaccharide. Over-expression in the high responder group (or under-expression in low responder group) is represented by the density of red and under-expression in the high responder group (or over-expression in the low responder group) is represented by green. Orange lines represent activation; blue represents inhibition, yellow represents inconsistent prediction.

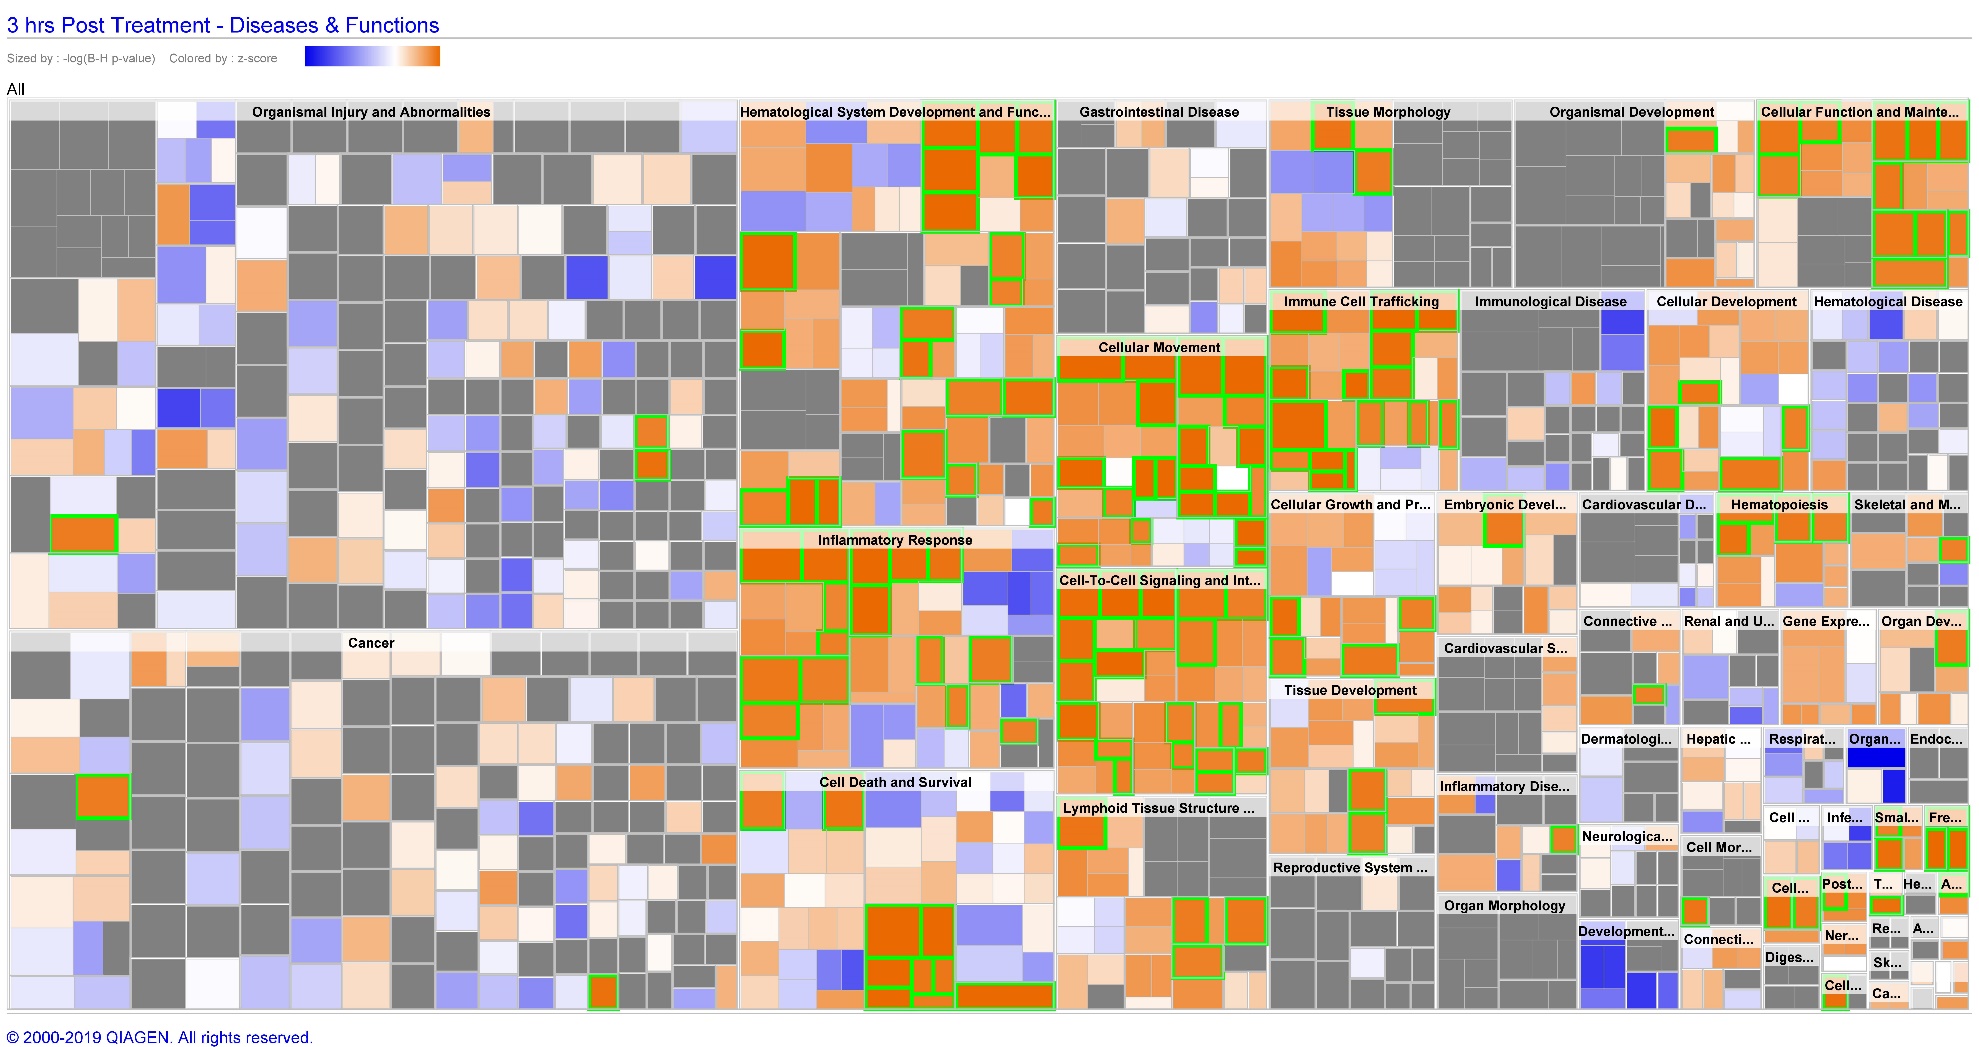

**Supplementary Figure 2** – Overview of diseases and biological functions that are predicted to be associated with high responder group based on differentially expressed genes at 3 hours time point. The size of each square represents the -log10 of the predicted function/disease (all predicted functions/diseases are under 0.05 FRD p-value). The density of orange represents the activation z-score and blue represents the inhibition z-score; white represents the z score of zero and grey represents no prediction value. Four sides of squares with absolute z-sore of greater than two are highlighted in green.

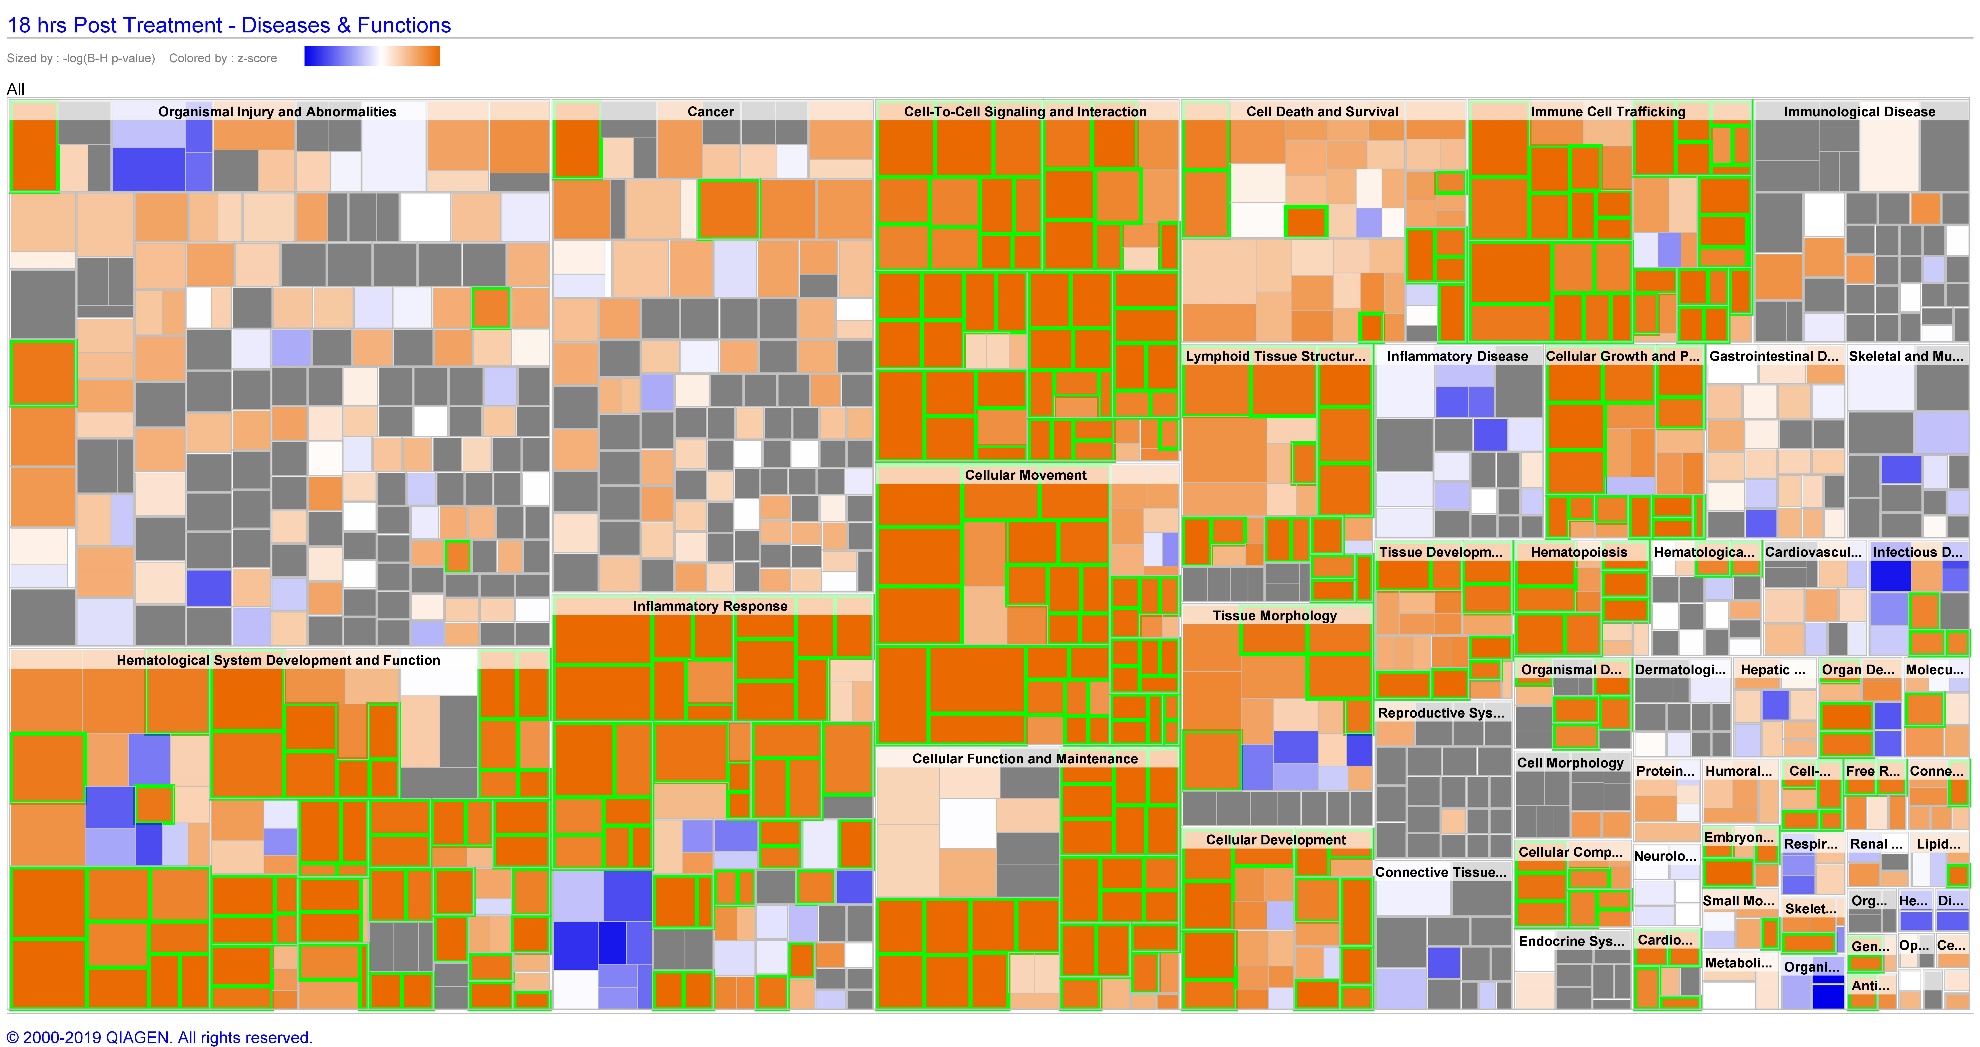

**Supplementary Figure 3** – Overview of diseases and biological functions that are predicted to be associated with the high responder group based on differentially expressed genes at 18 hours time point. The size of each square represents the -log10 of the predicted function/disease (all predicted functions/diseases are under 0.05 FRD p-value). The density of orange represents the activation z-score and blue represents the inhibition z-score, white represents z score of zero and grey represents no prediction value. Four sides of squares with absolute z-sore of greater than two are highlighted in green.

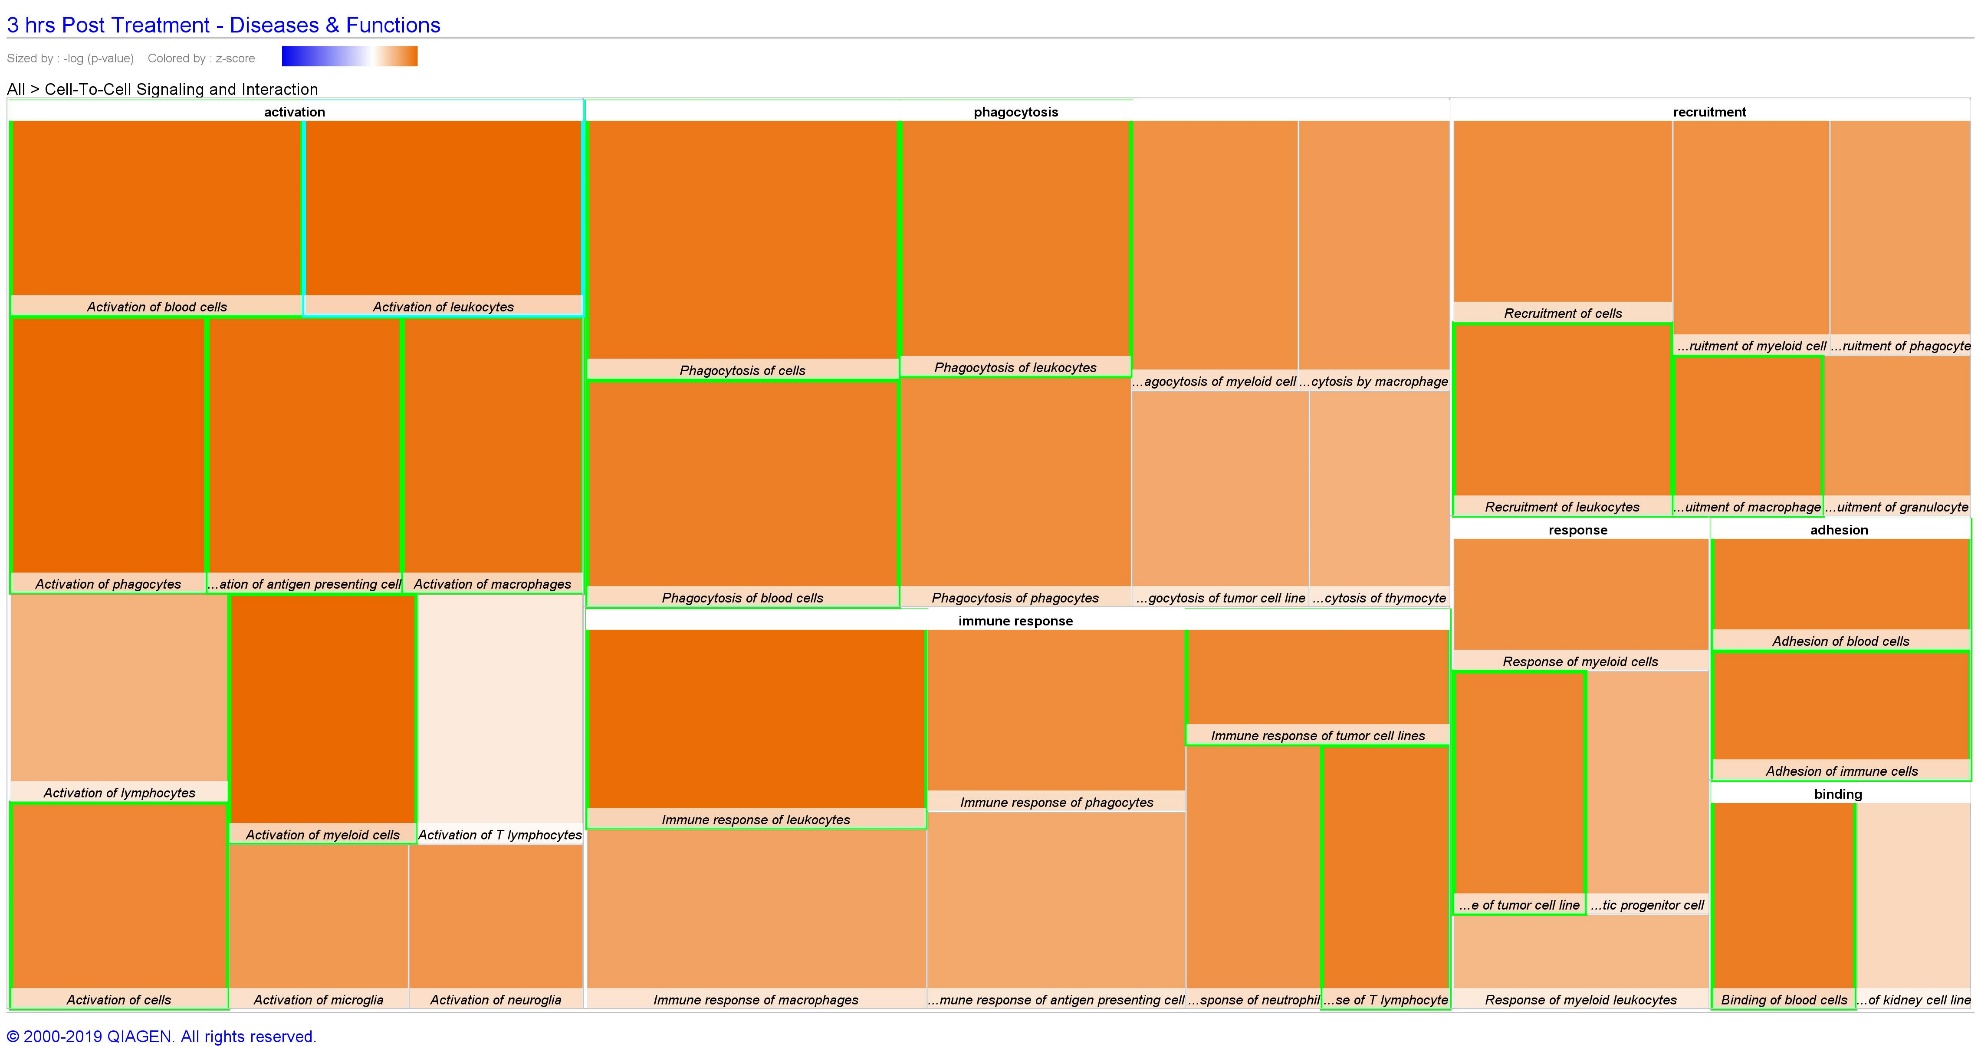

**Supplementary Figure 4** – “Cell-to-Cell Signaling and Interaction” category of diseases and biological functions that are predicted to be associated with the high responder group based on differentially expressed genes at 3 hours time point. The size of each square represents the -log10 of the predicted function/disease (all predicted functions/diseases are under 0.05 FRD p-value). The density of orange represents the activation z-score and blue represents the inhibition z-score, white represents z score of zero. Four sides of squares with absolute z-sore of greater than 2 are highlighted in green.

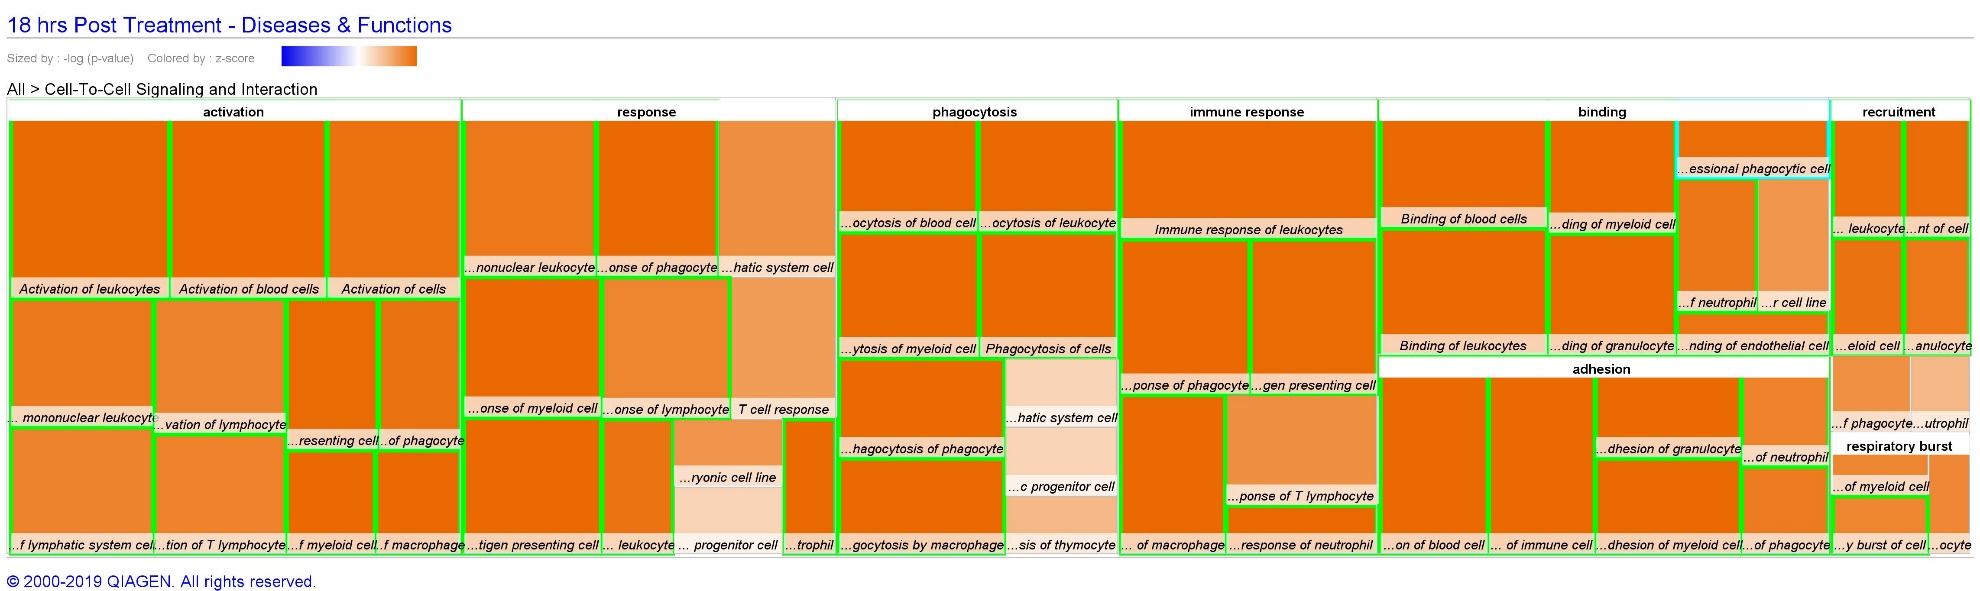

**Supplementary Figure 5** – “Cell-to-Cell Signaling and Interaction” category of diseases and biological functions that are predicted to be associated with the high responder group based on differentially expressed genes at 3 hours time point. The size of each square represents the -log10 of the predicted function/disease (all predicted functions/diseases are under 0.05 FRD p-value). The density of orange represent the activation z-score, and blue represents the inhibition z-score, white represents z score of zero. Four sides of squares with absolute z-sore of greater than two are highlighted in green.

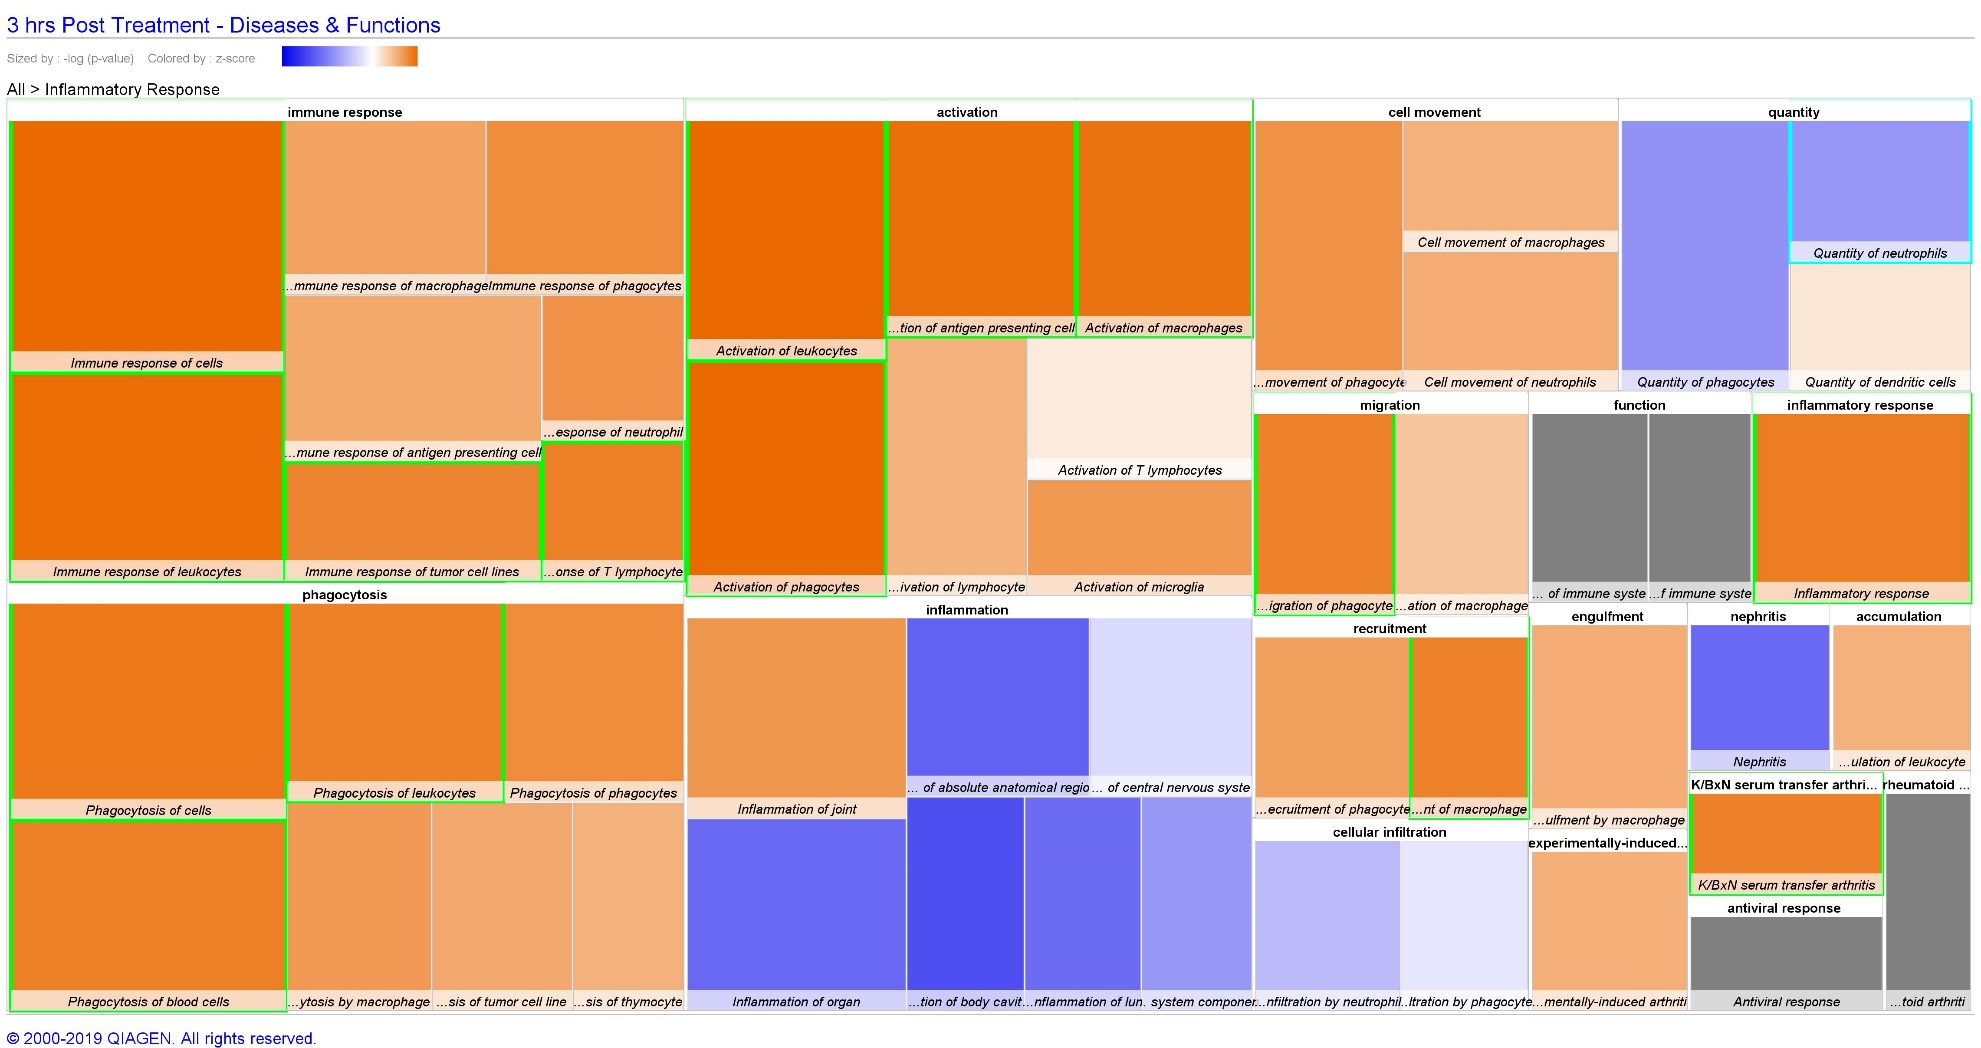

**Supplementary Figure 6** – “Inflammatory Response” category of diseases and biological functions that are predicted to be associated with the high responder group based on differentially expressed genes at 3 hours time point. The size of each square represents the -log10 of the predicted function/disease (all predicted functions/diseases are under 0.05 FRD p-value). The density of orange represent the activation z-score, and blue represents the inhibition z-score, white represents z score of zero. Four sides of squares with absolute z-sore of greater than two are highlighted in green.

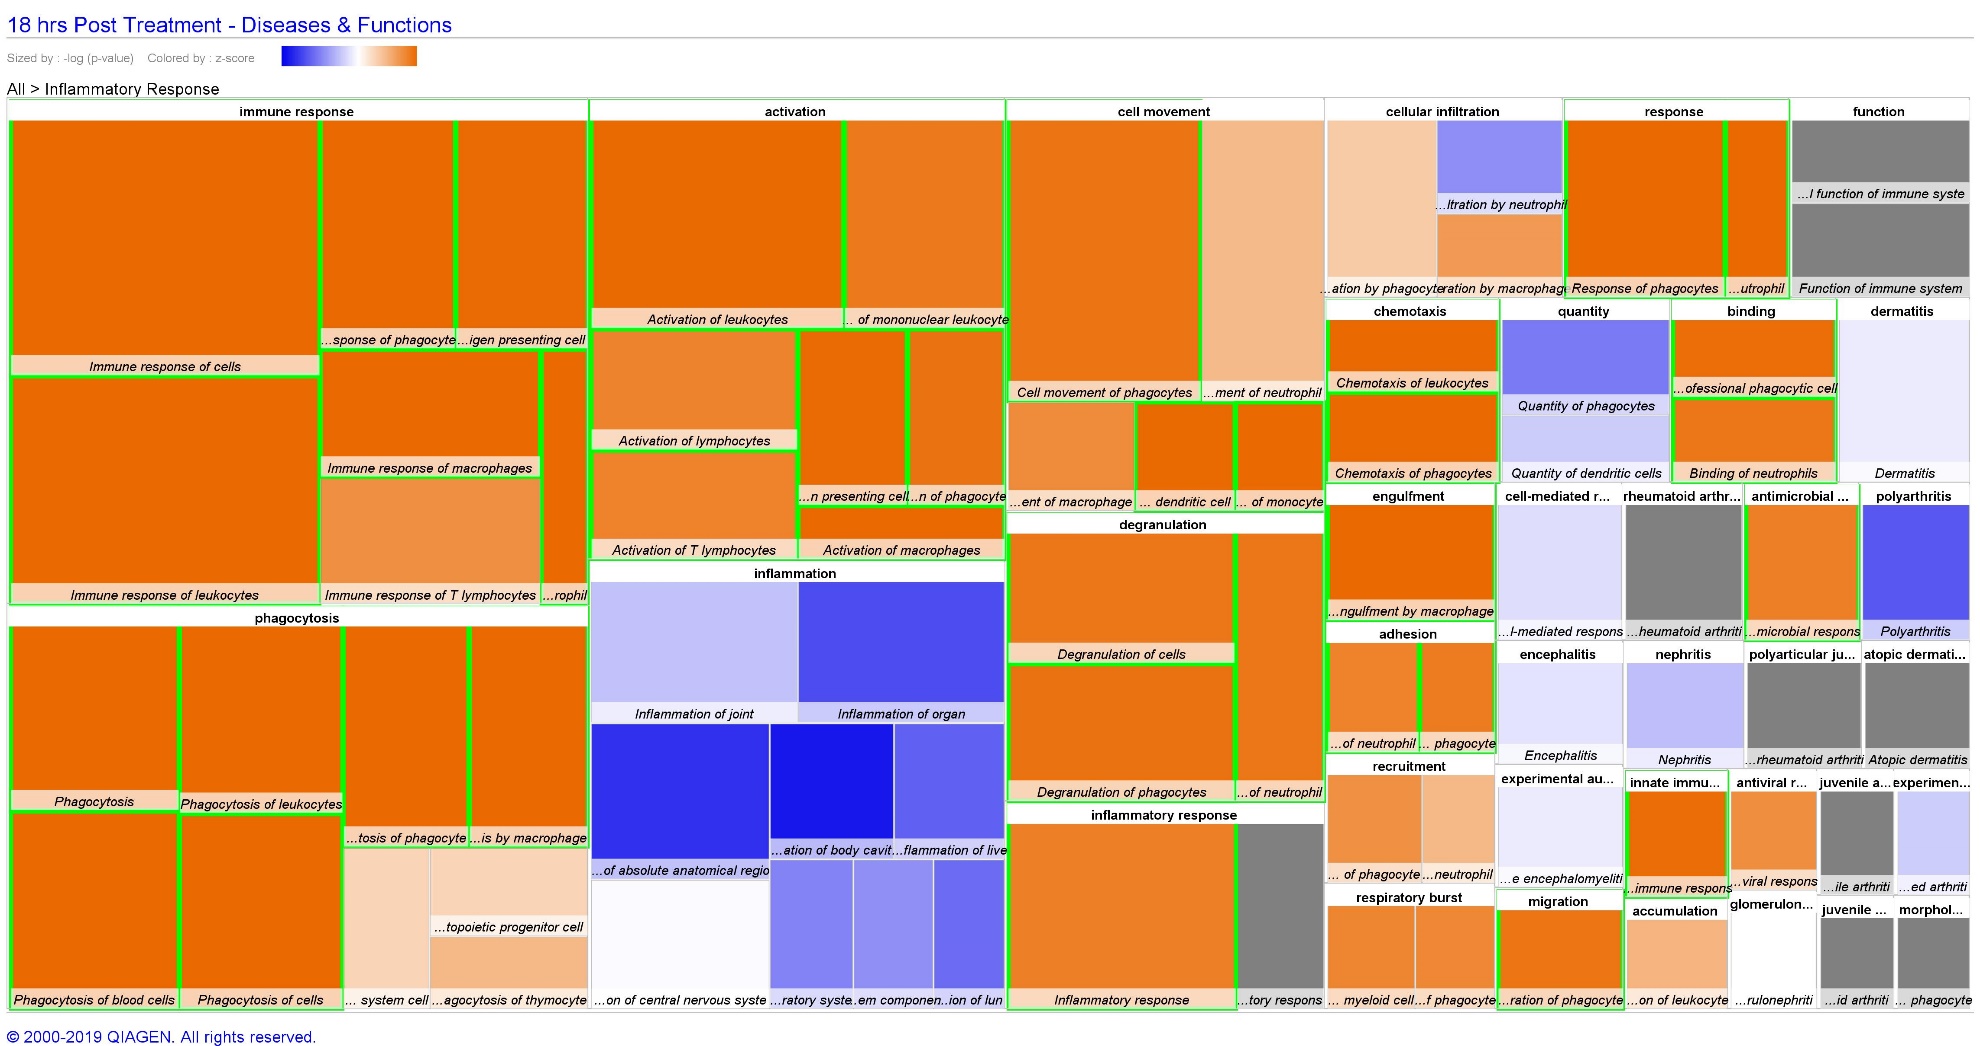

**Supplementary Figure 7** – “Inflammatory Response” category of diseases and biological functions that are predicted to be associated with the high responder group based on differentially expressed genes at 18 hours time point. The size of each square represents the -log10 of the predicted function/disease (all predicted functions/diseases are under 0.05 FRD p-value). The density of orange represent the activation z-score, and blue represents the inhibition z-score, white represents the z score of zero. Four sides of squares with absolute z-sore of greater than two are highlighted in green.

**
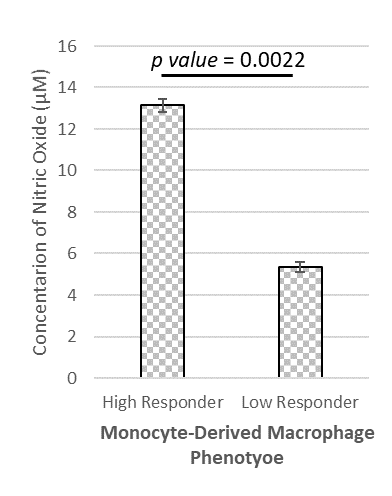
**

**Supplementary Figure 8-** The concentration of Nitric Oxide (NO^-^) in supernatant bovine Monocyte-Derived Macrophage (MDM) culture after 48 hours exposure to *Escherichia coli***.** MDMs were exposed to inactivated *E. coli* (MOI: 5) for 48 hours. The supernatant was collected and the concentration of NO^-^ was measured with the Measure-iT™ High-Sensitivity Nitrite Assay Kit (Thermo Fisher Scientific Inc., Mississauga, ON). The concentration of NO- for every sample was subtracted by its replicate in the control group (untreated).

**
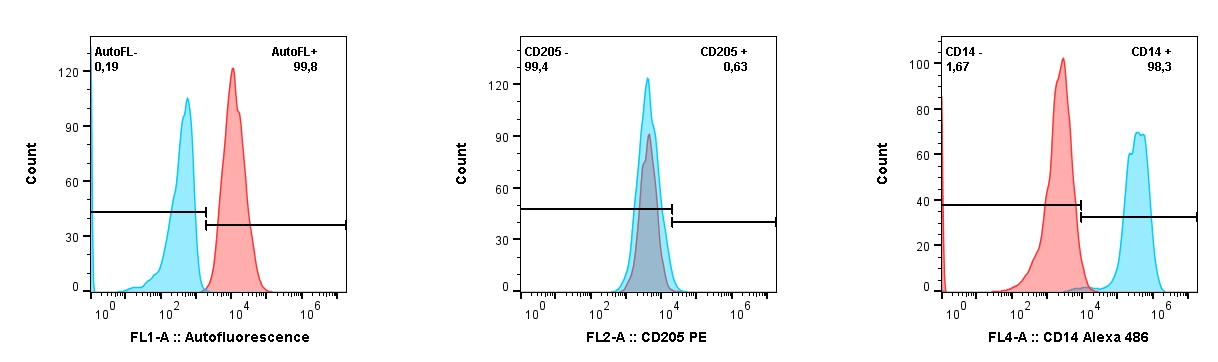
**

**Supplementary Figure 9 -** Phenotypic characteristics of harvested cells after six days of *in-vitro* incubation in serum-free media supplemented with recombinant bovine Granulocyte-macrophage colony-stimulating factor. The harvested cells were stained with Alexa Flour 647 conjugated anti-human CD-14 (Clone TÜK4), and phytoerythrin (PE) conjugated anti-bovine CD-205, separately. The cells were analyzed in BD Accuri™ C6 cytometer against unstained harvested cells and one unstained blood mononuclear cells as the reference for autofluorescence in 533/30 filter excited by the blue laser. The data from the flow cytometer were analyzed and graphed using FlowJo (v. 10).

How the deposited data were processed for this re-analysis (not part of the article)

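MDMs of 6 Holstein cows, 3 of the high and 3 of the low responder group, were left untreated or exposed to E. coli for 3 or 18 hours, with 1 control and 1 exposed well per cow and time point, which gave 24 mRNA libraries. The authors made stranded libraries, pooled them in equal amounts, sequenced read pairs, trimmed them with Trimmomatic, mapped them with STAR to UMD 3.1 and quantified genes with RSEM, and they tested differences with DESeq2 after import with tximport. The deposited tables hold RSEM's expected counts, effective lengths and relative abundances for 24616 genes in each of the 24 libraries. Expected counts are estimated numbers of read pairs, not normalized, and between 492 and 852 genes per library have a value that is not whole. They were rounded and used as counts.

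Totals per library ranged from 6297190 to 20936554 expected counts, and the 10 most abundant genes took between 8.57% and 13.6% of them. The depth limits calls in genes with few counts. With 3 cows per phenotype, an exact two-sided permutation test of a single value cannot give a p below 0.1, so that p values come from models fitted across all genes. Samples were grouped by phenotype, exposure and time point as labelled, and control and exposed libraries with the same code number were paired as wells of 1 cow.

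Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, the filter for low counts by the 4 conditions of a time point, a quasi-likelihood fit with a term for each cow and 1 effect of E. coli per phenotype, and the quasi-likelihood test of the difference between both effects. All adjusted p values are Benjamini-Hochberg values of this test over all genes tested, unless said to be adjusted over a list alone. Each effect of E. coli was tested in the same fit, control wells and exposed wells were each compared between phenotypes in fits of 6 libraries, and the change of the difference with time in a fit of all 24 libraries. Average fold changes are geometric means over the 10 genes with the largest fold changes, and average normalized counts are mean normalized CPM multiplied by the mean library size. CPM of a gene are TMM-normalized, and their mean and SD are taken over 3 libraries.

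The tests, thresholds, named genes and alternatives were chosen before the data were examined, except where a test or an alternative is said to have been chosen later. The alternatives were other size factors, no filter and a stricter filter on low counts (a mean of 50 counts), DESeq2 1.42.0 without and with offsets for average transcript length, edgeR with offsets for effective length, no term for the cow, all libraries in 1 fit, an adjusted p below 0.1, no minimum fold change, a term for exposure by library code (91 and 92 against 93 and 94) and leaving out each cow in turn. Removing a trend with transcript length with limma 3.58.1, thinning all libraries to the smallest, DESeq2 variants with a base mean of 15 or with filtering for 0.1, and a match of the cows of both time points by the letter of the library code were added after the data were seen.

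Genes are named when the paper gives them as DE, as a transcription factor or as M1- or M2-associated, when they are drawn in Fig. 8 or printed in the plots of Fig. 1 and Fig. 2, and, per time point and direction, the 5 DE genes with the largest log2 fold change whose changes per cow do not overlap between phenotypes. The paper's lists were chosen on these samples and their values were known beforehand. Symbols were read from copies of Supplementary Tables 1 and 2 that end after 1997 rows, so that genes further down have no symbol here and no test of gene sets was made. Results of IPA and STRING were not recomputed, since both rest on outside knowledge bases.

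The fits were tested on simulated data with 200 changed genes. The test of the difference recovered 152 of them at 3 hours with 7 false calls and 183 at 18 hours with 9 false calls; DESeq2 recovered 139 and 168. The comparison of control wells recovered 109 and 158, and the test of change with time 110. Simulated counts had the same biological variation in every gene of a comparison and no further difference between cows, and genes of low count were not changed. These numbers therefore check that the fits find planted changes. They do not measure the power or the false calls in the real libraries. No library was left out. Results for some genes are not reported.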

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

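Of the tests below, those of other splits of the cows were chosen beforehand, and those of transcript length, depth, the library codes in control wells, chance values in control wells, RNA of exposed wells, swapped wells, lymphocyte RNA and a gene variant were chosen after the result was seen; the fit with a term for exposure by library code was an alternative set beforehand, and its use to test an explanation was chosen after.

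At 3 hours the response to E. coli differed between high and low responders in 20 genes, by a test of the difference itself. Among the 10 splits of the 6 cows into 3 and 3, 1 gave as many genes, the real split, and with DESeq2 also 1 of 10, where the 9 other splits gave between 0 and 58 genes; chance cannot be excluded with 10 splits. The split giving 58 genes sets the high responder cows of codes 92 and 93 and the low responder cow of code 93 against the rest. After removing the trend of log2 fold change with transcript length the median log2 fold change of these genes was 1.70, and with all libraries thinned to the smallest it was 1.83, against 1.78 before, so that neither the trend nor unequal depth accounts for the difference as a whole. With a term for exposure by library code the median was 1.78 as well, but 0 genes were called by edgeR, with 835 at an unadjusted p below 0.05, and DESeq2 was not run with this term; an effect of the codes on single calls cannot be told apart from the phenotypes because the phenotypes are unequally spread over the codes. Without the high responder cow of code 94 the count was 506, without that of code 92 it was 13, and without the high responder cow of code 93 or the low responder cow of code 91, 92 or 93 it was 0. A genetic difference between the phenotypes stays among the open explanations, and with 3 cows per phenotype so does any other difference between these cows.

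At 18 hours the response differed in 190 genes by the same test. Of the 10 splits, 1 gave as many genes with edgeR and 1 with DESeq2, the real split in both, with between 0 and 36 genes by DESeq2 in the others, which is again too few splits to exclude chance. The median log2 fold change of the genes higher in high responders was 1.20 with the length trend removed, 1.14 with thinned libraries and 1.11 with the term for exposure by library code, under which 67 genes were called, 65 of them among the 190. Of the 190 genes, 182 were still called with the length trend removed and 145 with thinned libraries, where 189 were tested. The median of thinned libraries cannot test depth, since thinning leaves the expected fold change as it was. The calls that stayed argue against transcript length, depth and the library codes as the whole of the difference. Without the low responder cow of code 92 the count was 30, and without that of code 94 it was 76. The genetic background that the design names was not separated from other differences between the cows.

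Comparisons of high with low responders within 1 kind of well, which the paper does not report, gave 1 gene in control wells and 9 in exposed wells at 3 hours, and 17 and 5 at 18 hours. At 3 hours, 2 of 10 splits gave as many genes in control wells, the other being the high responder cows of codes 92 and 93 with the low responder cow of code 91, and 1 of 10 in exposed wells; at 18 hours it was 1 of 10 in each, so that chance cannot be excluded. DESeq2 called 241 and 283 genes at 3 hours and 703 and 641 at 18 hours. In control wells of 3 hours the count was 28 without the high responder library of code 92, 2 without that of code 94 and 0 without any other 1 library, where between 562 and 761 genes had an unadjusted p below 0.05. In exposed wells of 3 hours it was 72 without the high responder library of code 92, 3 without that of code 94 and 0 without the low responder library of code 91 or 92 (790 and 1330 genes at an unadjusted p below 0.05). In control wells of 18 hours it was 129 without the high responder library of code 93, 10 without that of code 94 and 0 without any 1 of the low responder libraries of codes 91, 92 and 94 (2412, 1547 and 2073 at an unadjusted p below 0.05). In exposed wells of 18 hours it was 52 without the low responder library of code 94, 3 without the high responder library of code 93, 1 without that of code 94 or the low responder library of code 91, and 0 without the low responder library of code 92 (1255 at an unadjusted p below 0.05).

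The genes of these comparisons were picked after their values were seen. ENSBTAG00000037605, which has no symbol here, was the gene of the control wells at 3 hours and was called in all 4 comparisons, where the next most frequent genes were called in 2. It had between 268 and 2089 reads in the 12 libraries of high responders and between 0 and 17 in the 12 of low responders, and the lowest CPM of a high responder library was 35.8 times the highest of a low responder library. A variant against the reference carried by the cows of 1 phenotype and a true difference in expression predict the same values and cannot be told apart from counts. Of the genes in exposed wells of 18 hours, the log2 difference was 6.80 for ENSBTAG00000037605, 1.63 for ENSBTAG00000047766, -3.27 for ENSBTAG00000009768 and -2.97 for ENSBTAG00000047824.

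Part of the corrected differences lies in the control wells. There 18 of the 20 genes called higher at 3 hours and 134 of the 157 at 18 hours were lower in high than in low responders. Genes picked for a large difference would show this by chance in the wells they were picked on. There the median differences were -0.711 (3 hours) and -0.594 (18 hours). In the control wells of the other time point they were -0.146 for the 3 hours genes and -0.794 for the 18 hours genes. Both lay below the lowest 2.5% of random gene lists (-0.108 and -0.0516). Genes of these lists were drawn independently, so that the bound leaves out genes that vary together and the spread between cows. In the exposed wells of the other time point the medians were 0.417 for the 3 hours genes and -0.289 for the 18 hours genes. The higher level of the 18 hours genes in exposed wells of high responders was thus not seen at 3 hours. Selection may still account for much of the 3 hours value of control wells, which was far smaller in the control wells of the other time point. These wells come from the same cows and are single wells, so that a lasting difference of the cows remains open. The -0.146 lay between -0.264 and -0.130 with 1 cow left out in turn (the extremes without the high responder cow of code 91 and the low responder cow of code 94), and the -0.794 between -0.870 and -0.716. RNA of exposed wells might lie in the control wells of low responders. By 10 DE genes of 3 hours it would have to make up a median of 11.6% (quartiles 3.26% and 18.8%). By 61 DE genes of 18 hours it would have to make up 8.89% (quartiles 4.65% and 17.8%). These genes were picked for such a difference. Genes raised strongly in high responders, DE or not, limit this share by their level in the control wells of low responders. The median limit was 6.00% over 66 genes at 3 hours (quartiles 1.59% and 8.72%) and 4.71% over 47 at 18 hours (quartiles 1.52% and 7.15%). Of these, 58 of the 66 and 38 of the 47 allow less than the median that the DE genes need. These values argue against a share as large as that median, but the quartiles of needed shares and limits overlap. A smaller share cannot be told apart from a difference of the cells, because such levels limit the share and do not measure it. In the control wells of 3 hours, on which they were not picked, the 18 hours genes had a median difference of -0.716 or lower within the libraries of codes 91 and 92 and within those of codes 93 and 94, which argues against the library codes as its source. For the 3 hours genes the median in the control wells of 18 hours was -0.331 within codes 93 and 94 but -0.0205 within codes 91 and 92, within the range of random lists, so that the library codes cannot be told apart from the phenotypes there with 1 or 2 cows on each side. Each control library followed its own exposed library with a correlation across genes of 0.478 or more at 3 hours and 0.327 or more at 18 hours, against control wells swapped between cows. RNA of lymphocytes cannot be told apart as a source, because 3 of 14 marker genes have an identifier. A difference of the unexposed MDMs between the phenotypes, which the design allows, was not separated from the culture of the single wells.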

How the results depend on the processing

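Tests of the length trend removed, of thinned libraries, of the DESeq2 variants with a base mean of 15 or filtering for 0.1 and of cows matched by code letter were chosen after seeing the data; all other alternatives were set beforehand.

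The 20 DE genes of 3 hours became 103 without a filter (100 higher, 3 lower), 183 with DESeq2, 184 with DESeq2 and length offsets, 36 with edgeR and effective-length offsets, 165 with all 24 libraries in 1 fit, 123 at an adjusted p below 0.1, 179 and 187 with the DESeq2 variants of base mean 15 and filtering for 0.1, and 32 with thinned libraries. edgeR called 0 without a term for the cow (330 at an unadjusted p below 0.05) and 0 with the term for library code (835); neither was run with DESeq2. It stayed within 1.5 times with other size factors (16), the stricter filter (18), no minimum fold change (20) and the length trend removed (25). Leaving out 1 cow gave between 0 and 506 genes: 506 without the high responder cow of code 94 (443 higher, 63 lower), 13 without that of code 92 (12 higher, 1 lower), and 0 without that of code 93 or the low responder cows of codes 91, 92 and 93. Every one of the 20 genes had the same direction under each alternative. The cause was not tested.

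The 190 DE genes of 18 hours became 435 without a filter, 383 with DESeq2, 390 with DESeq2 and length offsets, 0 without a term for the cow (1150 at an unadjusted p below 0.05), 124 with all libraries in 1 fit, 448 at an adjusted p below 0.1, 67 with the term for library code (61 higher, 6 lower), and 378 and 390 with the added DESeq2 variants. Values between 164 and 226 came from other size factors, the stricter filter, effective-length offsets, no minimum fold change, the length trend removed and thinned libraries. Leaving out 1 cow gave 30 without the low responder cow of code 92 (28 higher, 2 lower), 76 without that of code 94 (66 higher, 10 lower) and up to 178 otherwise; 30 and 58 of the 190 genes were then still called. Wherever they were tested, all 190 genes kept their direction. The cause was not tested.

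The 5 genes shared by both time points became 44 without a filter, 56 with DESeq2 without and with length offsets, 9 with effective-length offsets, 0 without a term for the cow and 0 with the term for library code, 15 with all libraries in 1 fit, 39 at an adjusted p below 0.1, 54 with both added DESeq2 variants and 8 with thinned libraries. Leaving out 1 cow gave between 0 and 59: at 3 hours 59 without the high responder cow of code 94, 2 without that of code 92, and 0 without that of code 93 or the low responder cows of codes 91, 92 and 93, and at 18 hours 8 without the high responder cow of code 93 and 3 without the low responder cow of code 92. The cause was not tested.

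Without a term for the cow, the response to E. coli at 3 hours comprised 1824 genes in high responders and 829 in low responders, and with 1 cow left out between 2420 and 3592 and between 932 and 2423, with 932 without the low responder cow of code 92 and 1153 without that of code 91. At 18 hours the response of low responders comprised 5596 genes without a minimum fold change, and leaving out 1 cow gave between 4284 and 4674 in high and between 2905 and 3489 in low responders. The cause was not tested.

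The difference in control wells of 3 hours comprised 8 genes without a filter, 2 with the stricter filter, 241 with DESeq2 and 2 at an adjusted p below 0.1, with between 0 and 28 when 1 library was left out. In exposed wells of 3 hours it was 51 without a filter, 283 with DESeq2 and 15 at an adjusted p below 0.1, with between 0 and 72. In control wells of 18 hours it was 219, 703 and 507 in this order, with between 0 and 129 (10 without the high responder library of code 94), and in exposed wells of 18 hours 41, 641 and 231, with between 0 and 52. The libraries behind these ranges are named with the results for single kinds of well. The change of the difference with time comprised 3 genes without a filter, 32 with DESeq2 and 3 at an adjusted p below 0.1, and between 0 and 1 with 1 cow left out (1 without the 3 hours wells of the high responder cow of code 93 or 94, or the 18 hours wells of that of code 91). With cows matched across time points by code letter it comprised 0 genes with edgeR (1174 at an unadjusted p below 0.05) and 36 with DESeq2. The cause was not tested.

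Of 319 log2 fold changes of 29 named genes at 3 hours under the alternatives set beforehand that keep all cows, 255 stayed on their side of the thresholds, 24 fell short of them, 40 passed them and 0 changed sign; of 731 of 67 genes at 18 hours these were 604, 76, 51 and 0. With the length trend removed, 1 of the 29 and 0 of the 67 fell short and 2 and 0 passed. With 1 cow left out, 49 of 174 at 3 hours and 75 of 402 at 18 hours fell short, 13 and 10 passed, 111 and 316 stayed on their side, and 1 and 1 changed sign: S100A12 at 3 hours, which was not DE, had 0.079 without the high responder cow of code 94, and ETV5 at 18 hours, which was not DE, had 0.12 without the high responder cow of code 94. At the depth of these libraries, log2 fold changes of genes with few reads over a group, such as CYP1A1 and NXPE4, depend on the prior count.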

Differences from the paper's values

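At 3 hours the paper reports 179 DE genes, against 20 here. Of the alternatives set before the data were examined, DESeq2 (183), DESeq2 with length offsets (184), all libraries in 1 fit (165) and an adjusted p below 0.1 (123) were within 1.5 times of the paper's value, and no filter (103), other size factors (16), the stricter filter (18), effective-length offsets (36), no minimum fold change (20), no term for the cow (0, with 330 at an unadjusted p below 0.05) and the term for library code (0, with 835) were not. The paper's 174 higher genes compare with 20 here, and with 178, 179, 144 and 119 under the first 4 alternatives, none of the others coming within 1.5 times. The paper's 5 lower genes compare with 0 by edgeR, with 5 under DESeq2 without and with length offsets and 4 at an adjusted p below 0.1, while no filter gave 3, all libraries in 1 fit 21 and the others 0. DESeq2 after import with tximport, which passes transcript lengths, is the tool that the paper's methods name.

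At 18 hours the paper reports 392 DE genes, against 190 here; no filter (435), DESeq2 (383), DESeq2 with length offsets (390) and an adjusted p below 0.1 (448) came within 1.5 times, and other size factors (226), the stricter filter (180), effective-length offsets (188), no minimum fold change (193), all libraries in 1 fit (124), the term for library code (67) and no term for the cow (0, with 1150 at an unadjusted p below 0.05) did not. Against the paper's 326 higher genes there were 157 here, and 329, 321, 325 and 329 under the first 4. Against the paper's 66 lower genes there were 33 here and 62 and 65 under DESeq2 without and with length offsets, while no filter (106) and an adjusted p below 0.1 (119) were further away, as were the others. In common between the time points the paper gives 55 genes and about 10%, against 5 and 2.44% here; no filter (44 and 8.91%), DESeq2 (56 and 11.0%), DESeq2 with length offsets (56 and 10.8%) and an adjusted p below 0.1 (39 and 7.33%) came within 1.5 times, and the other alternatives did not.

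For the 10 largest higher genes at 3 hours the paper gives an average fold change of 8.55 and an average base mean of 926.1, against 4.59 and 1564 here. The fold change was 8.88 without a filter and at an adjusted p below 0.1, 8.55 with DESeq2 without and with length offsets and 8.81 with all libraries in 1 fit, and the base mean was 914 with DESeq2, 926 with length offsets, 980 at an adjusted p below 0.1 and 1353 with all libraries in 1 fit; the other alternatives differed. For the lower genes at 3 hours, of which edgeR called 0, the paper gives averages of 2.39 and 568.0; they were 2.39 and 560.4 with DESeq2, 2.39 and 568.1 with length offsets, 2.69 and 770.1 without a filter and 2.54 and 623 at an adjusted p below 0.1, and with all libraries in 1 fit the fold change was 2.34 and the base mean 342, further from the paper's than 1.5 times.

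A variant of DESeq2 keeping genes with a base mean of at least 15, chosen after seeing the values and read off where the copy of Supplementary Table 1 stops giving p, gave 179 genes at 3 hours (174 higher, 5 lower), 378 at 18 hours and 54 in common, and it drops 0 of the 22 and 15 of the 390 genes that the paper calls in the copies of its tables. A variant of DESeq2 with filtering for 0.1, also chosen after seeing the values, gave 187, 390 and 54, and drops 3 of the 22 and 1 of the 390. Of these 22 and 390 genes 7 and 177 were called here, 22 and 379 with DESeq2, 22 and 389 with length offsets, 19 and 343 without a filter, 19 and 331 at an adjusted p below 0.1 and 17 and 108 with all libraries in 1 fit, and all 22 and 390 had the paper's direction here.

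The paper calls the M1-associated genes IRF1, HIF1A, CXCL8, CCL5, NOS2, CD38 and CD14 at 18 hours, of which IRF1 and CCL5 were called here, with these 7 in the paper's direction; DESeq2 without and with length offsets also called CXCL8, NOS2, CD38 and CD14, no filter and an adjusted p below 0.1 also CXCL8, NOS2 and CD14, and with 1 cow left out NOS2 was called without the high responder cow of code 91, CD14 without that of code 94 and CXCL8 without the low responder cow of code 91. HIF1A had a fold change of 1.447 with DESeq2 and 1.443 with length offsets, with an adjusted p of at most 0.0456 and 0.0464. In both it passed on adjusted p and missed only the minimum fold change, which the paper's own value of 1.44 also misses. CCL5 was not called with all libraries in 1 fit, with the term for library code or without the low responder cow of code 92 or 94, and 0 of these 7 were called without a term for the cow. Of its M2-associated genes GPNMB, MSR1 and LGMN, LGMN was called here, with these 3 in the paper's direction; DESeq2 without and with length offsets, no filter and an adjusted p below 0.1 called these 3, all libraries in 1 fit called GPNMB and LGMN, and GPNMB and LGMN were called without the low responder cow of code 91, while with the term for library code and without a term for the cow 0 of these 3 were called. The paper calls IRF1 DE at 3 hours, where it was not called here (log2 fold change 1.22); it was called with no filter, DESeq2 without and with length offsets, all libraries in 1 fit and an adjusted p below 0.1, and without the high responder cow of code 94. Of the genes that the paper names as shared with a study on MAP, edgeR called 0 of TNFAIP3, TNIP1, BIRC3, CHST3, IRF1 and NOS2 at 3 hours, all 6 with an unadjusted p below 0.05; DESeq2 without and with length offsets called CHST3, IRF1, NOS2 and TNFAIP3, all libraries in 1 fit these and BIRC3, no filter and an adjusted p below 0.1 IRF1, NOS2 and TNFAIP3, and without the high responder cow of code 94 these 6 were called.

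Of the genes printed in Fig. 1 with an identifier, 9 of 11 were called at 3 hours, and the 2 others, PITHD1 (adjusted p 0.0565) and SLC46A1 (adjusted p 0.0581), were called with no filter, DESeq2 without and with length offsets, all libraries in 1 fit, an adjusted p below 0.1, without the high responder cow of code 94, and with the length trend removed, the last chosen after seeing the values (it drops 15 of the 22 genes). Of the 11, 5 were called without the high responder cow of code 92, and 0 with the term for library code, without a term for the cow, and without the high responder cow of code 93 or the low responder cow of code 91, 92 or 93. Of the 31 printed in Fig. 2, 29 were called, and ABCA10 (adjusted p 0.0689) and GPNMB were called with no filter, DESeq2 without and with length offsets and an adjusted p below 0.1, both also without the low responder cow of code 91, and GPNMB with all libraries in 1 fit. Of the 31, 25 were called with all libraries in 1 fit, 22 with the term for library code and 0 without a term for the cow, and between 16 and 27 with 1 cow left out, the 16 without the low responder cow of code 92. The paper gives LGMN as more expressed in low responders; the corrected difference was negative here too, but in exposed wells the log2 difference was 0.14, and in control wells LGMN was higher in high responders.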

Other observations

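Of the tests below, those of other splits, of swapped wells within the cows of 1 phenotype and of genes without a response were chosen beforehand, and those of swapped wells over all 6 cows, of a scale factor, of code letters and of 1 cow behind the length trend were chosen after the result was seen.

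For the change of the difference with time, edgeR's test called 0 genes in the real split (1160 at an unadjusted p below 0.05, 32 by DESeq2), so that each of the 40 drawn splits of the cows, 40 of 40, must give as many, and chance can neither be excluded nor shown by this count. For the response to E. coli within 1 phenotype, swapping control and exposed wells within the 3 cows can be done in 4 ways; 1 of 4 gave as many genes in each phenotype at each time point, the real one, but 4 ways are too few to exclude chance by themselves. Over the 6 cows of both phenotypes there are 32 ways, of which 1 of 32 gave as many genes at 3 hours (2841 in the real one) and 1 of 32 at 18 hours (4225), with 0 genes by edgeR in every other way at both, so that chance is excluded for the response to E. coli that both phenotypes share; DESeq2 was not run on these swaps.

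Responses of high responders were larger on average: the slope of their log2 responses on those of low responders across genes was 1.24 at 3 hours and 1.20 at 18 hours. After scaling by the slope, the median absolute log2 difference of the DE genes was 1.52 at 3 hours (1.78 before) and 0.970 at 18 hours (1.12 before), over genes that were selected for a difference. A test of the difference left after scaling, over all genes, called 39 genes at 18 hours, 38 of them among the 190, which argues against 1 scale factor as the whole of the difference there. The rule first written for reading this test, by the share of calls left, was replaced after the counts were seen. It would have left 18 hours undecided and have read 3 hours as 1 scale factor. With the slope taken without 1 cow it called 56 (without the high responder cow of code 94), 50 (low, code 92), 42 (high, code 91), 41 (low, code 94), 22 (high, code 93) and 20 (low, code 91), the last 2 fewer than the 39 by over 1.5 times. By the fitted responses of 18 hours, 32 of the 157 higher and 5 of the 33 lower genes changed in opposite directions in the phenotypes. A further 7 and 2 changed in the same direction but less in high responders. A factor of 1.20 gives neither, but these signs count fitted responses of any size in genes picked for a difference. In 13 of the 190 genes the responses had opposite signs and both an adjusted p below 0.05 in edgeR's quasi-likelihood test. The signs therefore argue against the factor for few genes at most, some of which may be among the 38. For most DE genes of 18 hours that were not called after scaling, 1 scale factor may account for the calls. At 3 hours the test called 0 genes with edgeR (947 at an unadjusted p below 0.05), also with the slope taken without each cow, and was not run with DESeq2; a scale factor and differences of single genes cannot be told apart there, because the 20 calls were lost while most of their difference remained. The slopes per cow averaged 1.13 in high and 0.846 in low responders at 3 hours (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 allow) and 1.09 and 0.879 at 18 hours (exact permutation p = 0.2, two-sided). A genetic difference in the strength of the response was not tested separately.

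Library codes also carry a letter. Control libraries of both time points within a phenotype that share the letter pair correlated between 0.332 and 0.706 across 11218 genes, and the others between -0.525 and -0.0668, with an exact one-sided p of 0.0278 over 36 matchings, the smallest they allow. The letter may therefore mark the cow, which the labels do not state. By the letter, the high responder cows of codes 94 and 93 at 3 hours would be those of codes 93 and 94 at 18 hours. The letter is used only in the alternative for the change of the difference with time, and genes are not independent replicates.

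At 3 hours the log2 fold change rose with transcript length, with a Spearman rho of 0.295 across 11264 genes. It was 0.0703 without the high responder cow of code 94 and 0.194 without the low responder cow of code 93, whose changes had a rho of 0.267 and -0.284 with length, so that the first of these cows, and in part the second, may carry the trend. Among 5367 genes without a response to E. coli rho was 0.415, which argues against genes that respond to E. coli as its source; there it was 0.0337 without the high responder cow of code 94 and 0.228 without the low responder cow of code 93. At 18 hours rho was 0.0707, and it was 0.0150 without the low responder cow of code 91, 0.0449 without the high responder cow of code 94 and 0.122 without the low responder cow of code 94. No biological explanation was tested for the trend.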
